# Preterm Birth Increases Susceptibility to Hyperglycemia‐Induced Kidney Injury With Sex‐Specific Differences in Structural and Molecular Responses

**DOI:** 10.1002/edm2.70223

**Published:** 2026-04-20

**Authors:** Rachel K. Dailey, Aleksandra Cwiek, Logan C. Hamil, Sage Timberline, Ayyappa Kumar Sista Kameshwar, Masako Suzuki, Jaya Isaac, Kimberly deRonde, Mark Conaway, Kevin M. Bennett, Edwin J. Baldelomar, Matthew R. Hoch, Kimberly J. Reidy, Jennifer R. Charlton

**Keywords:** cationic ferritin enhanced‐MRI, chronic kidney disease, diabetic kidney disease, endothelial‐podocyte crosstalk, preterm birth, streptozotocin

## Abstract

**Background:**

Preterm birth increases the long‐term risk of diabetes and chronic kidney disease (CKD), yet its impact on diabetic kidney disease (DKD) is unclear. We previously showed that male preterm mice with diabetes develop early features of DKD, including reduced podocyte density, decreased renin expression, activation of angiogenesis pathways, and impaired endothelial–podocyte signaling. Here, we examine whether preterm birth similarly accelerates DKD progression in female mice and compare structural and transcriptomic outcomes in the females to the prior male cohort to assess sex‐specific differences.

**Methods:**

Preterm mice were delivered by Caesarean section at 19 days post conception (dpc) and term mice at 20 dpc. Hyperglycemia was induced at 6 weeks with streptozotocin to generate term‐diabetic (T‐D) and preterm‐diabetic (PT‐D) groups; controls were term‐nondiabetic (T‐ND) and preterm‐nondiabetic (PT‐ND). Body weight and glucose were monitored, and kidneys were analyzed at 18 weeks using histologic, stereologic, imaging, and transcriptomic methods.

**Results:**

Compared with T‐ND females, PT‐D females showed higher albuminuria, more atubular glomeruli, reduced proximal tubule (PT) fraction, and pro‐fibrotic gene activation. Compared to T‐D females, PT‐D females had higher blood urea nitrogen (BUN) levels and reduced PT fraction. This was associated with activation of pathways associated with the vasculature and suppression of mitochondrial metabolism gene pathways, along with Notch signalling alterations. Sex differences included a lower PT fraction in preterm females than males and fewer atubular glomeruli in PT‐D females than PT‐D males. Renin expression was lower in PT‐D than T‐D in males only. When comparing PT‐D to T‐D across sexes, 582 differentially expressed genes were unique to females. Notch signalling was upregulated in both male and female PT‐D mice compared to T‐D.

**Conclusion:**

Preterm birth increases susceptibility to kidney injury in females after exposure to hyperglycemia. However, preterm females with hyperglycemia are more resistant to kidney damage than males.

## 1 Introduction

Diabetes affects nearly 10% of adults in the United States and is becoming increasingly prevalent across the world [1]. Diabetic kidney disease (DKD) is a common complication of diabetes. DKD is the leading cause of chronic kidney disease (CKD) in adults and accelerates the progression to end stage kidney disease (ESKD). In addition to accelerating kidney decline, patients with DKD are at an increased risk for cardiovascular‐related illness and death and face significant psychosocial and financial burdens [2]. There is an urgent need to identify factors that influence DKD risk to facilitate the development of interventions to slow or halt its progression.

Preterm birth has been independently associated with increased risk of both diabetes and CKD [3, 4] and has the potential to play a role in the progression of DKD. Preterm birth (< 37th week of gestation) occurs in approximately one in 10 infants in the United States [5]. Preterm neonates likely have a truncated window of nephrogenesis, a critical period during which the lifetime supply of nephrons is formed [6, 7, 8]. Autopsy studies have shown a higher proportion of morphologically abnormal glomeruli in human preterm neonates, suggesting abnormal nephrogenesis [9]. This truncation and abnormal development may explain in part why neonates of extremely low gestational age have a significant risk for CKD early in life [4, 10]. Moreover, epidemiologic studies show that preterm birth also increases the likelihood of developing diabetes in adulthood [3, 11, 12], compounding susceptibility to CKD. The mechanistic basis for the association between preterm birth and CKD and diabetes lies in the concept of developmental programming, whereby in utero insults cause lasting alterations to fetal growth trajectories, endocrine function, and metabolic pathways. Such exposures have the potential to impair the offspring's pancreatic β‐cell development or reduce β‐cell mass, or reduce and impair insulin secretion, leading to a type 1 diabetic phenotype. Alternatively, offspring subjected to adverse maternal environments can develop insulin resistance, with altered adipocyte development and skeletal muscle glucose uptake, exhibiting a type 2 diabetic phenotype [13]. Although the associations between preterm birth and both CKD and diabetes are increasingly understood, the role of preterm birth as an upstream driver of DKD has not been well studied.

Biologic sex is an additional modifier of the risk of DKD. Although the role of preterm birth as an upstream factor for DKD is understudied, evidence suggests that sex‐specific differences may influence outcomes in those born preterm [14]. Sexual dimorphisms have been clearly identified in adulthood CKD. While women are more likely to be diagnosed with CKD, men are more likely to experience a faster and more progressive decline in kidney function [15]. In general, women appear to be protected against CKD before menopause. After menopause, women have a greater risk of progressive kidney disease than men [16]. Oestrogen may provide protection to the kidney through mechanisms such as inhibition of the renin‐angiotensin system and reduction of injury to mesangial cells and podocytes in the glomerulus [17]. Understanding the mechanisms underlying this protection in females is important because they may inform strategies to develop therapeutic targets to induce similar renoprotective effects in males.

This study follows on recent work investigating the effects of preterm birth on DKD development in male mice. In Cwiek et al., hyperglycemia was induced using streptozotocin in adult male mice that were born preterm to investigate the effects of preterm birth on structural and transcriptomic alterations in diabetic kidneys [18]. Due to known sex differences in models of streptozotocin‐induced DKD, mice were stratified by sex a priori [19, 20]. After exposure to hyperglycemia, the preterm male mice had histologic alterations compared to term male mice that suggested that preterm birth is a risk factor in DKD [18]. These alterations included reduced podocyte density, lower proximal tubule area, and greater disruption of the tubular connection to the glomerulus resulting in more atubular glomeruli. Preterm males with hyperglycemia also had transcriptomic differences, exhibiting lower expression of the gene encoding renin (*Ren1*) and increased extracellular matrix gene expression. Additionally, cell–cell communication was altered in the preterm diabetic compared to term diabetic males, with diminished crosstalk between endothelial cells and podocytes, which may have contributed to the loss of podocytes.

Building on our group's findings in the male cohort of mice, the goal of this study was to evaluate the impact of preterm birth on kidney injury in female mice exposed to hyperglycemia and to compare outcomes between sexes. We characterized structural and transcriptomic changes in kidneys of female mice subjected to both preterm birth and streptozotocin‐induced hyperglycemia. Comparisons were made with term nondiabetic females to assess the combined effects of preterm birth and hyperglycemia, and with term diabetic females to isolate the contribution of preterm birth in the diabetic state. We hypothesized that preterm diabetic females would exhibit greater injury than term nondiabetic females and more severe changes than term diabetic females. We further anticipated that females would show fewer or less pronounced alterations than males, reflecting sex‐specific protection. This study aims to clarify how preterm birth and hyperglycemia interact to influence DKD susceptibility, and to define the contribution of early birth and sex to diabetic kidney disease progression.

## 2 Materials and Methods

Reagents and resources used in these experiments are shown in Table S1.

### 2.1 Preterm Mouse Model

This study was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Virginia and reported following ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

CD‐1 mice from Charles River Laboratory (Wilmington, MA, USA) were used to establish the preterm mouse model as previously published [18, 21, 22]. In brief, timed pregnant dams were placed overnight with a breeder and pregnancy was confirmed by the presence of a vaginal plug, marking the first day post conception (dpc). At 19 dpc, pregnant dams were euthanized via cervical dislocation. Preterm pups were delivered by Caesarean section, resuscitated, and placed with foster mothers. Acepromazine maleate (AceproJect 10 mg/mL, final concentration 75 mg/mL; Henry Schein Animal Health) was mixed in the drinking water for 24 h before and 24 h after fostering (total 48 h) to reduce the risk of preterm pup mortality from neglect or cannibalization by foster mothers. A second cohort of timed pregnant dams gave birth to their pups naturally at full term (20 ± 0.25 dpc). Term pups remained with their biological mothers. All mice were weaned at 3 weeks of age. At 6 weeks of age, half of preterm and term mice were randomly selected to be treated with streptozotocin (STZ) and litter mates served as term nondiabetic controls (T‐ND).

Body weights (BW) were measured weekly after weaning. At 18 weeks of age, glomerular filtration rate (GFR) was measured, urine was collected, and mice received cationic ferritin injections (CF; 5.75 mg/100 g body weight) for imaging, as previously published [18, 23]. Ninety minutes after the second CF injection, mice were sedated with intraperitoneal (IP) tribromoethanol and underwent intracardiac perfusion with normal saline followed by 4% formalin. To preserve RNA integrity, the left renal pedicle was clamped prior to formalin perfusion, preventing formalin exposure to the left kidney. Kidneys were collected, weighed, processed for histological analysis, and total RNA was extracted for bulk mRNA sequencing (RNA‐Seq). The experimental design is illustrated in Figure 1a.

**FIGURE 1:**
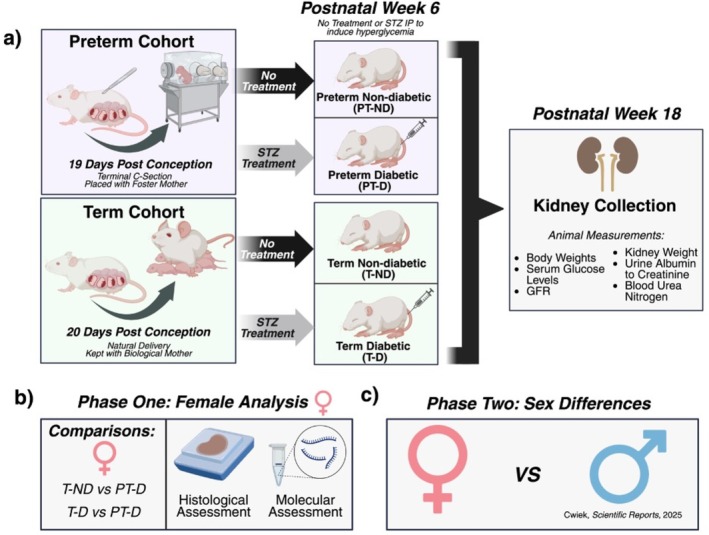
Establishment of a preterm mouse model with hyperglycemia. (a) Preterm mice were delivered via terminal C‐section 1 day before full term at 19 days post conception. Term mice were born vaginally at 20 days post conception. STZ was administered at 6 weeks to induce hyperglycemia, and mice were euthanized at 18 weeks. (b) The combined effect of preterm birth and hyperglycemia on structural and molecular alterations in the kidney was assessed through the comparison of preterm diabetic (PT‐D) and term non‐diabetic (T‐ND) females. (c) The effect of hyperglycemia on those born preterm was assessed by comparing preterm diabetic (PT‐D) and term diabetic (T‐D) females. Characterization of the male mice in this model has been previously published in Cwiek et al. [18]. Panels a, b, & c were created in BioRender.com.

### 2.2 Induction of Hyperglycemia

At 6 weeks, female mice were assigned to one of the four experimental cohorts: term nondiabetic (T‐ND; *n* = 6), preterm nondiabetic (PT‐ND; *n* = 4), term diabetic (T‐D; *n* = 6), preterm diabetic (PT‐D; *n* = 5). The 6‐week timepoint, corresponding to early adulthood in mice, was selected to induce hyperglycemia based on previous studies [24] and to model the diabetes often seen in preterm patients during young adulthood [25].

Streptozotocin (STZ, Zanosar Teva Pharmaceuticals, Irvine, CA) injections were administered as previously described [20]. Hyperglycemia was induced using the low‐dose STZ protocol (IP injections at 50 mg/kg for 5 consecutive days) following a fasting period, as recommended by the Animal Models of Diabetic Complications Consortium. The low‐dose STZ protocol was followed to avoid the high mortality rates reported with a high‐dose STZ protocol [26]. Baseline plasma glucose levels prior to STZ treatment were measured at 6 weeks of age. Plasma glucose levels were assessed at one and 6 weeks after STZ treatment, and before euthanasia at 18 weeks. As recommended by the Animal Models of Diabetic Complications Consortium, mice with glucose concentrations < 300 mg/dL 6 weeks after STZ exposure underwent a second round of STZ injection using the same low‐dose STZ protocol (T‐D, *n* = 0; PT‐D, *n* = 3).

### 2.3 Glomerular Filtration Rate (GFR)

GFR was measured using a MediBeacon (Mannheim, Germany) transcutaneous fluorescent detection device, as previously published [18, 23]. At 18 weeks of age (T‐ND, *n* = 4; PT‐ND, *n* = 3; T‐D, *n* = 3; PT‐D, *n* = 4), fluorescein isothiocyanate (FITC)‐labelled sinistrin (7.5 mg/100 g BW) was administered via tail vein injection. Elimination kinetics curves were generated using MPD Studio software (Mannheim Pharma and Diagnostics, Amtsgericht Mannheim, Germany), and GFR was calculated as previously described [18, 23].

### 2.4 Urine Albuminuria and Blood Urea Nitrogen (BUN)

Urine samples were collected from mice by bladder massage or isolation in a plastic device prior to euthanasia (T‐ND, *n* = 5; PT‐ND, *n* = 4; T‐D, *n* = 6; PT‐D, *n* = 5). The samples were analysed for albumin and creatinine concentration to calculate the urinary albumin to creatinine ratio (ACR). ACR analysis was performed using the Albuwell M Mouse Albumin ELISA Kit (Ethos Biosciences, Logan Township, NJ, USA) and the DetectX Urinary Creatinine Detection Kit (K002‐H; Arbor Assays, Ann Arbor, MI, USA), following the manufacturers' protocols. BUN analysis was performed using a DetectX Urea Nitrogen (BUN) Colorimetric Detection Kit (Cat# K024‐H1; Arbor Assays, Washtenaw County, MI, USA), according to the manufacturer's instructions. Samples were stored at −20°C from collection until analysis.

### 2.5 Immunohistochemistry and Histology

Kidneys were immersion‐fixed in 10% buffered formalin, embedded in paraffin, and sectioned at 5 μm thickness. The sections were deparaffinized in xylene and rehydrated through a graded ethanol series. Whole kidney coronal sections from each animal were digitally imaged at 20× magnification using the Grundium Ocus (Grundium Ltd., Finland).

#### 2.5.1 Glomerular Density

Samples were stained with periodic acid shifts reagent (PAS) using an established protocol and counterstained with Mayer's Haematoxylin. Glomerular density was quantified as the number of glomeruli per cortical area. Cortical area was segmented by a single user using Amira software (Thermo Fisher Scientific, Waltham, MA), as previously described [18, 23]. Cortex area was defined as the total kidney tissue excluding the medulla, with the corticomedullary boundary approximated by the glomerular boundary.

#### 2.5.2 Proximal Tubule Fraction

Lotus lectin staining was performed as described in our previous work to highlight the brush border of proximal tubules, with sections counterstained with methylene blue [18, 23]. For quantification, 10–12 representative images were taken at a uniform depth of 20 μm within cortex using a DM1000 LED microscope (Leica Microsystems, Germany) and DMC6200 digital camera. Proximal tubule fraction was assessed by quantifying the area occupied by “non–proximal tubule” structures in subcapsular regions using Amira software, following previously published methods (Cwiek et al., Figure S2b) [18, 23]. “Non‐proximal tubule” areas included glomeruli, other tubule sections, interstitial space, and vasculature.

#### 2.5.3 Atubular Glomeruli

Lotus‐lectin‐stained samples were also examined for disruptions in the glomerulotubular junction. Glomeruli were categorized as Lotus‐positive to indicate a functional connection between the glomerulus and the tubule, or Lotus‐negative, which serves as a surrogate biomarker for atubular glomeruli (ATGs). The percentage of ATGs was calculated by dividing the number of Lotus‐negative glomeruli by the total number of glomeruli (Cwiek et al. Figure S2d) [18, 23]. Baseline sex differences in the percentage of Lotus‐negative glomeruli have been reported [27, 28]. To account for this and allow for further comparison between sexes, ATG percentages were normalized within each sex using the T‐ND group as a reference by subtracting the median ATG percentage of the corresponding sex's T‐ND group from each individual's ATG percentage.

#### 2.5.4 Renin

Staining followed an established protocol [29]. Glomeruli with renin staining in the afferent arteriole were classified as “renin positive”. The percentage of renin‐positive glomeruli over the total number of glomeruli was used to quantify renin expressing cells.

#### 2.5.5 Podocyte Density

Dual immunofluorescence staining for WT‐1 (Invitrogen, Rabbit Anti‐WT1, 1:50 dilution) and synaptopodin (Acris Antibodies Mouse Anti‐Synaptopodin, Clone G1D4, BM5086, 1:20 dilution) was performed. Nuclei were stained with Hoescht. Podocyte density and glomerular area were assessed using a protocol adapted from Venkatareddy et al., as previously described [18, 30]. Investigators (KJR, JI), blinded to the animal's condition, randomly selected approximately 10 glomeruli per kidney for quantification to ensure representative sampling of the 2D section. Image J analytic software (National Institutes of Health) was employed to measure the apparent mean diameter of WT‐1+ podocyte nuclei. Synaptopodin staining was used to determine glomerular area. Podocyte density was calculated as described previously [30].

### 2.6 Glomerular Number and Glomerular Area

We applied cationic ferritin‐enhanced magnetic resonance imaging (CFE‐MRI) to measure N_glom_ in the kidneys of the male mice in this model, as described previously [18, 23, 31]. However, we could not measure N_glom_ in the images of kidneys of the female mice due to “CF leakage”, which obscured the glomerular boundaries and hindered the ability to distinguish individual glomeruli and accurately quantify N_glom_. Instead, N_glom_ was determined stereologically using the Weibel‐Gomez method, which has been previously validated as a suitable substitute for CFE‐MRI [18, 32].

MRI was used to measure cortical volume, as previously described [18]. Following euthanasia, kidneys were placed in a customized container for MRI. Scans were performed on a 9.4 T MRI (Bruker, Billerica, MA). A 3D gradient recalled echo (GRE) pulse sequence with a repetition time (TR) of 90 ms, echo time (TE) of 15 ms, field of view of 28 × 42 × 28 mm, matrix size of 512 × 768 × 512, flip angle 30°, and isotropic spatial resolution of 55 × 55 × 55 μm^3^ was used to acquire images. The raw images were manually segmented with Amira Software to obtain kidney and medullary volume to calculate cortical volume which was used to measure glomerular number by stereologic methods described below.

Following MRI, the imaged kidney was bisected along the sagittal plane, and both halves were embedded in paraffin wax for histological processing and stereological analysis. Cortex, medulla, and glomeruli were segmented from PAS‐stained sections (*n =* 3/kidney) using Amira Software. Each analysed section was a minimum of 100 μm apart to measure nonoverlapping glomeruli and ensure a representative sample of the kidney. Staining and imaging procedures were performed as described above. MATLAB (The Mathworks, Natick MA, https://mathworks.com) was used to perform all calculations. Glomerular number calculations were conducted using established methods with a size distribution coefficient *k* = 1.04 and shape coefficient β = 1.38 [32]. Glomerular area was quantified as the average cross‐sectional area (μm^2^) of all segmented glomeruli from the three histologic sections per kidney.

### 2.7 Bulk RNA Sequencing

Library preparation and sequencing: Whole kidney RNA sequencing (RNA‐seq) was performed on 3–4 samples per group. After the dissection, the kidneys were stored in RNAlater Stabilization Solution (Sigma Aldrich, St. Louis, MO) at −80°C until use. Total RNA was extracted from whole kidneys at 18 weeks using the TRIzol Reagent (Invitrogen, Waltham, MA), followed by cleanup with the RNeasy MinElute Cleanup Kit with RNase‐Free DNase (QIAGEN, Hilden, Germany). Total RNA was eluted in RNase‐free water (final volume 50 μL) and stored at −80°C until analysis. A NanoDrop Spectrophotometer (Thermo Fisher, Waltham, MA) was used to measure RNA concentration and OD260/280 prior to sequencing. To minimize the effect of variations in cellular composition, the whole kidney of each mouse was used for total RNA extraction. Extracted RNA samples that met the purity criteria RNA integrity number [RIN] > 4.0 according to the Agilent 2100 Bioanalyzer were subjected to un‐stranded mRNA‐Seq library preparation. The library preparation and sequencing were performed by specialists at Novogene Inc. (Sacramento, CA). Reverse transcription and library preparation were performed using the NEBNext Ultra II RNA Library Prep Kit for Illumina. Sequencing flow‐cell was carried out using the Illumina NovaSeq 6000 S4 Flowcell. The minimum RIN value used reflects the standard general threshold defined by Novogene for eukaryotic RNA sequencing. 

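Table S2 lists the RNA integrity number (RIN), the concentration and the absorbance ratio of the RNA behind each of the 14 female kidney libraries. RIN lay between 6.3 and 8.2 in the 4 T-ND libraries and between 6.4 and 7.5 in the 4 T-D libraries. In the 3 PT-ND libraries it lay between 6.8 and 7.6, and in the 3 PT-D libraries between 5.9 and 7.8. The lowest value was that of PT-D replicate 2, and T-ND replicates 1 and 2 had the highest. The name of 5 libraries carries the suffix a (T-ND replicates 1 and 2, T-D replicate 1, PT-ND replicate 2 and PT-D replicate 2). These 5 were made from RNA at 78 ng/μl or more, and the other libraries from RNA at 5 to 13 ng/μl. The paper's text does not name what the suffix stands for. Every group thus holds RNA of both kinds.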

RIN values for the obtained samples ranged from 5.9–8.2 (Table S2). 

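The number of uniquely mapped reads that Table S2 gives for each female library equals, in all 14, the sum of the reads the deposited counts place on genes, on more than 1 gene and on none. Reads on more than 1 gene were left uncounted by the authors' counting and made up 6.86% to 8.09% of the uniquely mapped reads. Reads outside annotated genes made up 2.39% to 5.42%. Reads that mapped to several places in the genome, which were not counted either, were 9.07% to 14.9% of all reads. The 10 most abundant genes took 14.9% to 22.1% of the counts on genes. T-D replicate 4 had a count for 19589 genes, the fewest of the 14 libraries, and PT-D replicate 3 for 22818, the most.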

Additional RNA quality control metrics are reported in Table S2 and Figure S1. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE319377 (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE319377).

#### 2.7.1 Data Analysis

After removing low‐quality sequencing reads that failed the quality check and after trimming adapter sequences, the obtained sequences were aligned to the mouse GRCm39 reference genome and quantified gene expression by transcript counting (GENCODE release M36) using the STAR aligner [33]. Differential expression was determined using the Bioconductor package DESeq2 [34]. We eliminated genes with total read counts of 10 or fewer across all samples from the analysis. Significantly differentially expressed genes (DEGs) were determined based on a log_2_‐fold change of less than −1 or greater than 1 and a false discovery rate (FDR) adjusted *p*‐value less than 0.05. DEGs were further analysed for their biological functions through Gene Ontology (GO) enrichment analysis using a Bioconductor package, clusterProfiler [35, 36]. Biological Process (BP) and molecular function (MF) GO terms were used to assess enrichment. GO term over‐representations were assessed using a hypergeometric distribution for GO enrichment, and a permutation test (eps = 1e‐10) for the gene set enrichment (GSE). A GO term with a *q*‐value of less than 0.05 was considered significantly enriched.

### 2.8 Quantitative Real‐Time Polymerase Chain Reaction

First‐strand complementary DNA was synthesized using the High‐Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer's instructions. Quantitative real‐time polymerase chain reaction (qRT‐PCR) was performed in duplicate using the CFX Opus 384 Real‐Time PCR System with iTaq Universal SYBR Green Supermix (BIO‐RAD). Primer sets were designed using the Primer3Plus (https://www.primer3plus.com/). Gene expression levels were normalized to the housekeeping gene *Gapdh*. Primer sequences are listed in Table S3.

### 2.9 Sex Differences Analysis

The experimental design and data from the male cohort have been published [18]: term nondiabetic (T‐ND; *n* = 7), preterm nondiabetic (PT‐ND; *n* = 6), term diabetic (T‐D; *n* = 5), and preterm diabetic (PT‐D; *n* = 6).

### 2.10 Statistical Analysis

Prism 10.4 software (GraphPad) was used to analyse differences across experimental groups. All statistical tests for structural and functional analyses in Prism were conducted using two‐tailed Mann–Whitney *U* tests, except for urine ACR analysis, which used a one‐tailed Mann–Whitney *U* test because albuminuria is common in DKD. Statistical tests for the results of qRT‐PCR were conducted using one‐tailed Mann–Whitney *U* tests in Prism to validate upregulated DEGs in PT‐D females vs. T‐D females. Sex differences within individual experimental groups (T‐ND, PT‐ND, T‐D, and PT‐D) were also analysed in Prism. Further analysis of sex‐specific effects was conducted in R (Version 4.4.1). Two comparisons were made: (1) PT‐D vs. T‐ND to evaluate the combined effect of preterm birth and diabetes, and (2) PT‐D vs. T‐D to assess the effect of preterm birth in the context of diabetes. Additional analyses of PT‐ND vs. PT‐D and T‐ND vs. T‐D were performed and included in Supporting Information. For both comparisons, the magnitude of differences between groups was compared between males and females to identify sex‐specific responses. *p*‐values < 0.05 were considered significant.

## 3 Results

### 3.1 Model Characterization

At 15 weeks of age, diabetic mice began to lose weight (Figure S2a), consistent with the male cohort [18] and other STZ‐induction models [24]. The PT‐D and T‐D body weights (BW) were lower than PT‐ND and T‐ND, respectively (Figure S2b). Following STZ treatment, T‐D and PT‐D mice both had a higher terminal blood glucose than T‐ND and PT‐ND, respectively (Figure S2c). All T‐D mice developed hyperglycemia (blood glucose > 300 mg/dL) following the initial STZ treatment. Three PT‐D mice required a second round of STZ, as recommended by the Animal Models of Diabetic Complications Consortium protocol if the blood glucose concentration was < 300 mg/dL at 6 weeks after the first STZ injection [20]. Mice that required a second round of STZ were included in the analysis because there was no difference in average blood glucose observed between the T‐D (441 ± 74 mg/dL) and PT‐D (377 ± 184 mg/dL) mice at 18 weeks (Figure S2d).

### 3.2 Effects of Preterm Birth and Diabetes in Female Mice

We compared the preterm with diabetes (PT‐D) group to the term without diabetes (T‐ND) group to assess the combined effects of preterm birth and diabetes. PT‐D had a greater kidney weight to body weight (KW/BW) than T‐ND with no difference in absolute kidney weight (KW) (Figure S2e,f). The urine ACR was higher in PT‐D than T‐ND (Figure S2h) with no difference in GFR (Figure S2g) or blood urea nitrogen (BUN) concentration (Figure S2i).

### 3.3 Structural Alterations: PT‐D vs. T‐ND

We performed the same histologic assessment of the female mice as the male mice reported in Cwiek et al. [18]. Proximal tubular injury occurs early in DKD [37], and animal models have shown that early kidney injury can lead to disruptions in the connection between the proximal tubule and the glomerulus [18, 27, 38, 39]. The PT‐D females had a lower fraction of proximal tubules compared to T‐ND females (PT‐D: 57.9% ± 0.6% vs. T‐ND: 68.6% ± 4.6%; Figure 2a). PT‐D females also had a higher proportion of atubular glomeruli (ATGs) compared to T‐ND females (T‐ND: 40.0% ± 1.7%; PT‐D: 46.1% ± 0.2%, Figure 2b). There was no difference in glomerular density (Figure S2j), percentage of renin positive glomeruli (Figure S3a), podocyte density (Figure S3b), or average glomerular area (Figure S3d). There was no difference in glomerular number (N_glom_) between groups (PT‐D: 13,911 (11,177‐15,046) vs. T‐ND: 11,502 (10,337‐11,610)) (Figure S3c).

**FIGURE 2:**
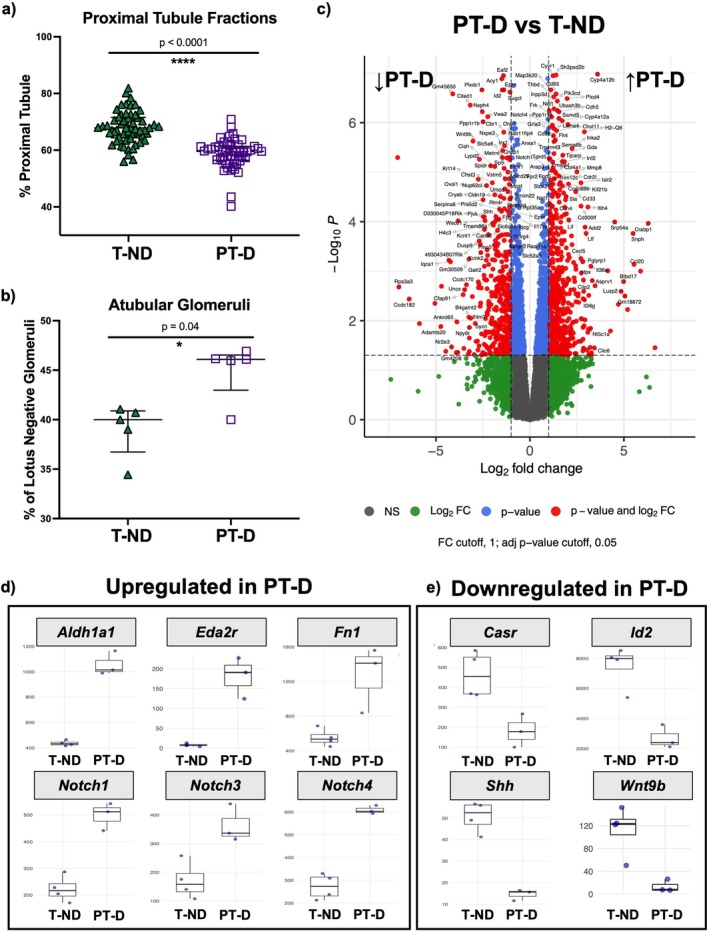
Structural and transcriptional alterations in the kidney following preterm birth and exposure to STZ‐induced hyperglycemia in female mice. (a) Proximal tubule fraction was lower in preterm diabetic (PT‐D) than in term non‐diabetic (T‐ND) females. (b) The percentage of atubular glomeruli was greater in PT‐D than T‐ND. (c) Differentially expressed genes (DEGs) between PT‐D and T‐ND animals reveal differences in gene expression. (d) Genes related to inflammation, fibrosis, apoptosis, and Notch signaling pathway were upregulated in PT‐D compared to T‐ND. (e) Genes involved in developmental processes, anti‐inflammatory responses, and anti‐fibrotic pathways were downregulated in PT‐D compared to T‐ND. Enriched pathways and related genes are fully depicted in Gene Ontology (GO) analysis in Figure 3. Two‐tailed Mann–Whitney tests (a, b) with a *p*‐value < 0.05 considered statistically significant. Fold change threshold of ±1.0 and an adjusted *p*‐value of 0.05 were used to define differentially expressed genes (c, d, e).

### 3.4 Transcriptome Alterations: PT‐D vs. T‐ND

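Bulk RNA sequencing was done on kidneys of female CD-1 mice, an outbred stock, at 18 weeks of age. There were 3 PT-D and 3 PT-ND mice and 4 mice in each term group, with 1 library per mouse. The authors removed low-quality reads and adapters, aligned the reads to GRCm39 with STAR and deposited the number of reads counted on each gene, without normalization. The library protocol was un-stranded, so the counts of both strands together were used here. Between 16867340 and 21951304 reads per T-ND library were counted on genes, with a median of 18014507. The range was 16697246 to 28673176 in T-D (median 18100942), 18188647 to 18922371 in PT-ND (median 18800851) and 21079460 to 26187982 in PT-D (median 23194392). Genes with a total of 10 counts or fewer over the 14 libraries were left out, as in the paper, which left 22339 genes. Counts were normalized with edgeR's TMM factors, and normalized counts below are on this scale. Each pair of groups was fitted on its own libraries, and log2 fold changes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p-value under 0.05 with a log2 fold change above 1 or below −1. The authors applied these thresholds to DESeq2's test, which was run here as an alternative. Gene positions are those of GRCm39. PT-D replicates carry the numbers 2, 3 and 4 of Table S2. Of the 5 PT-D mice in the study, 3 had a second round of STZ and no T-D mouse had, and which mice these were is not given in the paper's text.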

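Between PT-D and T-ND, 22310 genes were tested and 323 were DEGs by edgeR's test, 222 higher and 101 lower in PT-D. The number of DEGs moved most when single libraries were left out, from 28 without PT-D replicate 3 to 1070 without T-ND replicate 3. An unadjusted p under 0.05 was found for 5412 genes. Among DEGs with a mean of at least 50 normalized counts, the smallest adjusted p-values were those of Gm21399, Eda2r and Ccng1 for higher expression and of Vwa1, Guca2b and Kcnk1 for lower expression. Gm21399 (ENSMUSG00000094530.3, chromosome 8 from 129979479 to 129980075) is a transcribed processed pseudogene. It had 27.3 ± 10 normalized counts (SD, n = 4) in T-ND and 530.2 ± 86.2 (n = 3) in PT-D, a log2 fold change of 4.27 (standard error 0.29, adjusted p = 0.000929). Ccng1 (ENSMUSG00000020326.8, chromosome 11 from 40639377 to 40646148) rose from 3191 ± 136 to 8990.0 ± 1346 normalized counts, with a log2 fold change of 1.49 (adjusted p = 0.00283). Vwa1 (ENSMUSG00000042116.4, chromosome 4 from 155852606 to 155859155) fell from 1619.9 ± 213 to 299 ± 58.1 normalized counts (log2 fold change −2.45, adjusted p = 0.000929). For Guca2b (ENSMUSG00000032978.15, chromosome 4 from 119513802 to 119516151) the means were 8172 ± 335 in T-ND and 3077 ± 549.9 in PT-D (log2 fold change −1.42), and for Kcnk1 (ENSMUSG00000033998.10, chromosome 8 from 126721842 to 126757440) 2306 ± 581 and 495 ± 107 (log2 fold change −2.23), each with an adjusted p of 0.00475. Aldh1a1 (ENSMUSG00000053279.9, chromosome 19 from 20469539 to 20622825), plotted in Figure 2, had 415 ± 19.6 normalized counts in T-ND and 1013 ± 98.9 in PT-D (log2 fold change 1.28, standard error 0.12). All 6 were DEGs in each of the 7 fits that left out a library.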

A total of 968 genes were differentially expressed in PT‐D compared to T‐ND, including 577 upregulated and 391 downregulated genes (Figure 2c–e). 

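Table S4 holds, for the genes the authors called, the mean normalized count, the log2 fold change with its standard error and the adjusted p-value of DESeq2's test of PT-D against T-ND. The copy at hand has 967 rows, fewer than the DEGs given in the paper's text. The same test on the deposited counts, with DESeq2's own size factors and the filter on total counts, gave 964 DEGs, 575 higher and 389 lower in PT-D. Of the DEGs by edgeR's test, 319 were among them. The paper names 17 genes of this comparison in its text or box plots. All 17 were DEGs by DESeq2, and 10 were DEGs by edgeR's test. For the other 7 the adjusted p from edgeR lay between 0.0523 and 0.136.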

The complete list of DEGs is provided in Table S4.

Gene ontology (GO) enrichment analysis was performed to identify processes and functions altered by the dual exposure of preterm birth and hyperglycemia. The enriched Biological Processes GO terms are shown in Figure 3. The enriched Molecular Function GO terms are shown in Figure S4. 

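GO annotation was not used here, and a list of 24 leukocyte and neutrophil genes was tested in place of GO terms. It includes Mmp9, Cx3cr1 and Trem1, which the paper picked from these libraries. Of the 24 genes, 22 were higher in PT-D than in T-ND, with a median log2 fold change of 1.55. The shift of the list was called by camera (adjusted p = 2.51e-13), which presets the correlation between genes, and by fry (adjusted p = 0.00978), which does not. With each library left out in turn the median stayed between 1.20 and 1.75. DEGs by edgeR's test were 8 of the 24 genes, and 17 had an adjusted p under 0.05 when adjusted over the list alone. Mmp9 (ENSMUSG00000017737.3, chromosome 2 from 164780439 to 164797771) had 20.4 ± 9.47 normalized counts (SD, n = 4) in T-ND and 94.6 ± 48.4 (n = 3) in PT-D, a log2 fold change of 2.20 (standard error 0.44, adjusted p = 0.0372 from edgeR). The call of Mmp9 was kept in 1 of the 7 fits that left out a library, with adjusted p-values from 0.0125 to 0.116, and in 10 of the 13 alternatives (0.000195 to 0.184). Trem1 (ENSMUSG00000042265.14, chromosome 17 from 48539784 to 48553952) had 5.51 ± 3.8 normalized counts in T-ND and 25.8 ± 13 in PT-D (log2 fold change 2.17, standard error 0.63, adjusted p = 0.0785). DESeq2 gave Trem1 an adjusted p of 0.0196, and the 13 alternatives gave 0.0196 to 0.244.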

Immune‐related GO terms were enriched in upregulated genes in the PT‐D group compared to T‐ND, including “leukocyte migration,” “neutrophil migration,” and “adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains” (Figure 3a,b). 

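Sets of the mouse Reactome collection with 15 to 500 tested genes were compared between PT-D and T-ND with camera in place of the authors' gene set enrichment. Of 735 sets, 126 were higher and 75 lower in PT-D. With fry, 107 and 15 of these were called. The set of immunoregulatory interactions between lymphoid and non-lymphoid cells had a median log2 fold change of 0.77 over 58 genes (camera adjusted p = 2.51e-08, fry adjusted p = 0.0261). Cytokine signaling in the immune system had a median of 0.45 over 218 genes, with 2.63e-07 from camera and 0.0601 from fry. Laminin interactions had the smallest p among the higher sets (median 0.85, 30 genes, camera adjusted p = 7.03e-12). Respiratory electron transport had a median log2 fold change of −0.37 over 69 genes (camera adjusted p = 5.12e-10, fry adjusted p = 0.0497), and mitochondrial translation one of −0.35 over 86 genes. A list of 80 nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) had a median of −0.35, with 79 genes lower in PT-D (fry adjusted p = 0.0271). Mitochondrial ribosomal proteins had a median of −0.36 and cytosolic ribosomal proteins one of −0.40, with fry adjusted p-values of 0.0271 and 0.0433. In contrast, 12 of the 13 mRNAs encoded in the mitochondrial genome were higher in PT-D, with a median of 0.53 (camera adjusted p = 0.0275, fry adjusted p = 0.176). Without PT-D replicate 2 this median was 0.11 (camera adjusted p = 0.318), and camera did not call it without T-ND replicate 3 or 4 either.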

Gene set enrichment analysis revealed activation of several pathways in PT‐D compared to T‐ND, including immune‐ and inflammation‐related pathways and suppression of several mitochondria‐associated pathways (Figure 3c).

**FIGURE 3:**
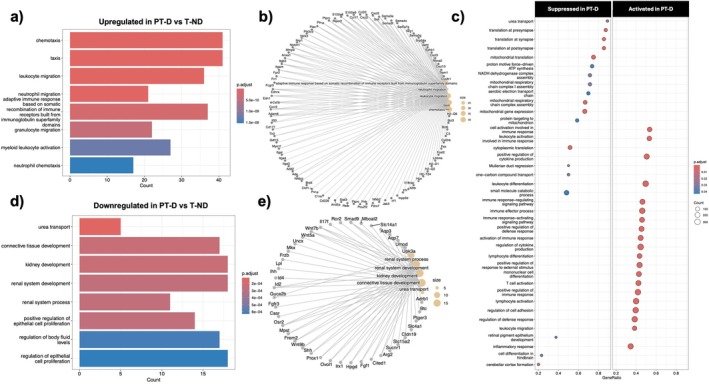
Gene Ontology analyses of Bulk RNA‐Seq for differentially expressed genes between T‐ND and PT‐D: Biological Process GO terms. (a) GO enrichment analysis showed that immune‐related GO terms were enriched in PT‐D upregulated genes, and (d) developmental‐related GO terms were enriched in PT‐D downregulated genes. (b, e) The linkages of corresponding genes and those terms are shown in the CNET plots. (c) Gene Set Enrichment analysis revealed suppression of mitochondrial‐associated pathways and activation of immune‐ and inflammation‐related pathways in the PT‐D group compared to T‐ND.

Downregulated genes in PT‐D compared to T‐ND were enriched for GO terms related to developmental biological processes, including “kidney development”, “renal system development”, “renal system processes”, and “connective tissue development” (Figure 3d,e). 

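A list of 27 kidney development genes was tested in place of the GO terms. It holds 6 of the genes the paper names as lower in PT-D (Cited1, Fgf1, Prox1, Shh, Wnt9b and Id2), so it is not independent of the paper's choice. Of the 26 genes with enough counts, 19 were lower in PT-D than in T-ND and 7 higher. The median log2 fold change was −0.91 (camera adjusted p = 1.03e-08, fry adjusted p = 0.000973). It stayed between −1.05 and −0.73 with each library left out in turn and between −0.97 and −0.84 over the 14 alternatives. DEGs by edgeR's test were 5 of the 26 genes, and 13 had an adjusted p under 0.05 when adjusted over the list alone.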

Key kidney development genes with reduced expression in PT‐D included*: Cited1*, *Fgf1*, *Prox1*, *Shh*, and *Wnt9b* (Figure 2e). 

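Cited1 (ENSMUSG00000051159.17, chromosome X from 101290985 to 101295803) had 98.3 ± 51.9 normalized counts (SD, n = 4) in T-ND and 10.9 ± 6.99 (n = 3) in PT-D, a log2 fold change of −3.15 (standard error 0.55, adjusted p = 0.0279 from edgeR's quasi-likelihood test). Wnt9b (ENSMUSG00000018486.3, chromosome 11 from 103618189 to 103640655) fell from 107 ± 41.3 to 13.2 ± 10.7 normalized counts (log2 fold change −3.01, standard error 0.56, adjusted p = 0.0306). Shh (ENSMUSG00000002633.5, chromosome 5 from 28661813 to 28672254) fell from 48.2 ± 6.87 to 13.9 ± 2.37 normalized counts (log2 fold change −1.79, standard error 0.33, adjusted p = 0.0302). The other 2 genes were not DEGs by this test. Fgf1 (ENSMUSG00000036585.17, chromosome 18 from 38971717 to 39077186) had 3789.5 ± 981 normalized counts in T-ND and 1659.6 ± 709 in PT-D, with a log2 fold change of −1.20 (standard error 0.31, adjusted p = 0.0627). Prox1 (ENSMUSG00000010175.14, chromosome 1 from 189850232 to 189904637) had 141 ± 80 and 50.8 ± 34.2, with a log2 fold change of −1.48 (standard error 0.54, adjusted p = 0.136). Each of the 3 calls depended on single libraries. With 1 library left out, Cited1 and Shh were called in 1 of 7 fits and Wnt9b in 2, with adjusted p-values up to 0.0824, 0.112 and 0.0938. Of the 13 alternatives, 10 called Cited1 and Wnt9b and 9 called Shh, with adjusted p-values up to 0.086, 0.0943 and 0.149. DESeq2 called all 5 genes, with adjusted p-values from 4.5e-07 for Cited1 to 0.0351 for Prox1. Over the 13 alternatives, the adjusted p reached 0.222 for Fgf1 and 0.181 for Prox1.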

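Id2 (ENSMUSG00000020644.10, chromosome 12 from 25143798 to 25147282), which encodes a repressor of transcription, had 7115 ± 1328 normalized counts (SD, n = 4) in T-ND and 2588 ± 721 (n = 3) in PT-D. Its log2 fold change was −1.47 (standard error 0.22, adjusted p = 0.021 from edgeR's quasi-likelihood test). Casr (ENSMUSG00000051980.14, chromosome 16 from 36310949 to 36382503), the gene of the calcium-sensing receptor, had 442 ± 109 and 174 ± 78 normalized counts, a log2 fold change of −1.35 (standard error 0.32, adjusted p = 0.0523). Lpl (ENSMUSG00000015568.17, chromosome 8 from 69284603 to 69360100), the gene of lipoprotein lipase, had 10667 ± 3631 and 4813 ± 1444, a log2 fold change of −1.16 (standard error 0.28, adjusted p = 0.0559). In all 3 genes every PT-D library lay below every T-ND library. Casr was called in 9 of the 13 alternatives, with adjusted p-values from 0.00143 (DESeq2) to 0.0891. Lpl was called in 4, with adjusted p-values from 0.00187 (DESeq2) to 0.193. When a library was left out, Id2 was called in 3 of the 7 fits, with adjusted p-values from 0.00507 to 0.084. Of the 13 alternatives, 12 called it (up to 0.0511). The lower expression was not specific to PT-D. In T-D the log2 fold changes against T-ND were −0.87 for Id2, −1.09 for Casr and −1.14 for Lpl, without a call. Between PT-D and T-D they were −0.61, −0.27 and −0.02, also without a call.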

The expression of anti‐inflammatory and anti‐fibrotic genes (*Casr*, *Id2*, and *Lpl* (Figure 2e)) was reduced in PT‐D compared to T‐ND, suggesting a reduction in the protective pathways in the preterm diabetic kidney [40, 41, 42].

### 3.5 Effects of Preterm Birth in the Setting of Diabetes in Female Mice

To isolate effects attributable to preterm birth, the preterm‐diabetics (PT‐D) were compared to term‐diabetics (T‐D). There were no differences between groups for KW, KW/BW, GFR, or urine ACR (Figure S2e–h). However, BUN was higher in PT‐D compared to T‐D (Figure S2i).

### 3.6 Structural Alterations: PT‐D vs. T‐D

PT‐D females had lower proximal tubule fractions compared to T‐D females (PT‐D: 57.9% ± 0.6%, T‐D: 62.6% ± 4.2%; Figure 4a), but the proportion of ATGs was not different (PT‐D: 46.1% ± 0.2%, T‐D: 45.1% ± 6.2%; Figure 4b). Glomerular density (Figure S2j), the percentage of renin positive glomeruli, podocyte density, N_glom_, and glomerular area were not different (Figure S3a–d).

**FIGURE 4:**
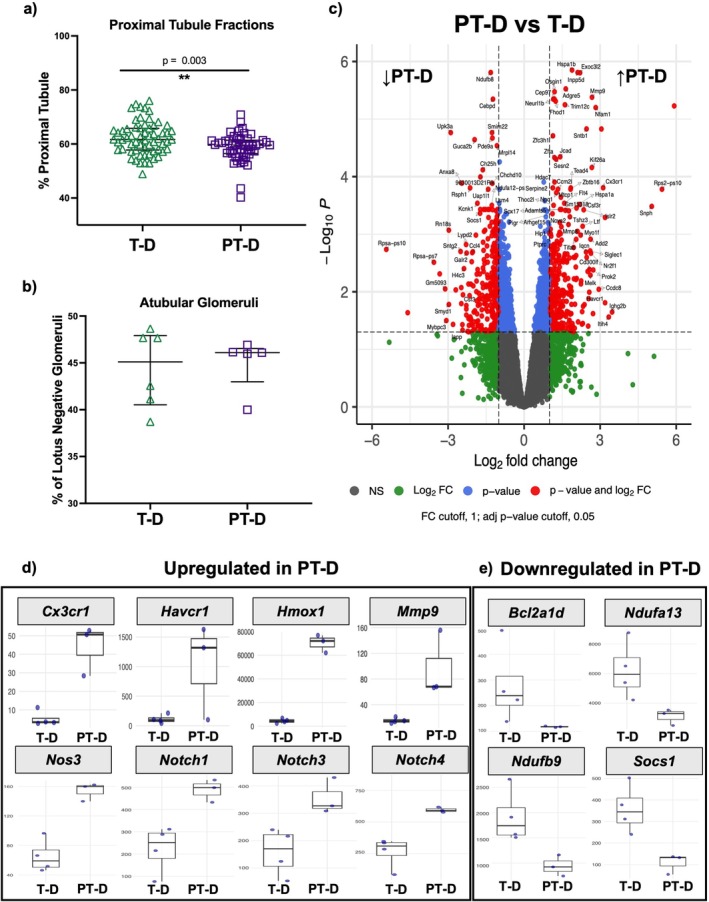
Structural and transcriptional alterations in the kidney following preterm birth in mice with hyperglycemia. (a) Proximal tubule fraction was lower in preterm diabetic than term diabetic females. (b) There was no difference in the percentage of atubular glomeruli between preterm diabetic and term diabetic females. (c) Differentially expressed genes (DEGs) between preterm diabetic and term diabetic animals reveal differences in gene expression. (d) Genes related to angiogenesis, inflammation, fibrosis, and Notch signaling pathway were upregulated in PT‐D compared to T‐D. (e) Genes involved in mitochondrial activity, cellular respiration, and anti‐fibrotic pathways were downregulated in PT‐D compared to T‐D. Enriched pathways and related genes are fully depicted in Gene Ontology (GO) analysis in Figure 5. Two‐tailed Mann–Whitney tests (a, b) with a *p*‐value < 0.05 considered statistically significant. Fold change threshold of ±1.0 and an adjusted *p*‐value of 0.05 were used to define differentially expressed genes (c, d, e).

### 3.7 Transcriptome Alterations: PT‐D vs. T‐D

Transcriptional comparisons of PT‐D and T‐D females revealed 668 DEGs, including 346 upregulated genes and 322 downregulated genes (Figure 4c–e). 

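Between PT-D and T-D, 22294 genes were tested and 43 were DEGs by edgeR's quasi-likelihood test, 30 higher and 13 lower in PT-D. An unadjusted p under 0.05 was found for 4971 genes. DESeq2 moved this number most, to 661 DEGs (341 higher, 320 lower), which include the 43. The paper names 21 genes of this comparison in its text or box plots. DESeq2 called all 21, and edgeR's test called 2 of them, Hmox1 and Mmp9. For the other 19, the smallest adjusted p from edgeR was 0.0575. Among DEGs with a mean of at least 50 normalized counts, Gm21399, Hmox1 and Rpl17-ps5 had the smallest adjusted p-values for higher expression, and Gm57147, Slc37a1 and Crym for lower expression. Gm21399 had 27.5 ± 11.5 normalized counts (SD, n = 4) in T-D, with a log2 fold change of 4.29 in PT-D (standard error 0.31, adjusted p = 0.000111). Rpl17-ps5 (ENSMUSG00000081855.5, chromosome 5 from 22817626 to 22818180), a processed pseudogene, rose from 6.37 ± 3.57 to 531 ± 362 (log2 fold change 6.41, standard error 0.53), and ranged from 3.22 to 582 within T-ND. Gm57147 (ENSMUSG00000120928.1, chromosome 1 from 60744380 to 60744497), a long noncoding RNA, fell from 315 ± 26 normalized counts to 5.09 ± 2.99 (n = 3), with a log2 fold change of −5.96 (standard error 0.38, adjusted p = 4.39e-05). Within T-ND it ranged from 3.65 to 279. Slc37a1 (ENSMUSG00000024036.17, chromosome 17 from 31495739 to 31569713) fell from 912 ± 147 to 192 ± 29.5 (log2 fold change −2.25, adjusted p = 0.000383, up to 0.0683 over the 13 alternatives, of which 12 called it) and Crym (ENSMUSG00000030905.6, chromosome 7 from 119785530 to 119801514) from 1623 ± 359 to 451 ± 36.9 (log2 fold change −1.85, adjusted p = 0.00346). Within T-ND, Slc37a1 ranged from 64.2 to 1076 and Crym from 442 to 1002. Socs1 (ENSMUSG00000038037.6, chromosome 16 from 10600104 to 10603875), plotted in Figure 4, had 343 ± 104 normalized counts in T-D and 106 ± 45.4 in PT-D (log2 fold change −1.70, standard error 0.35, adjusted p = 0.0664). Socs1 was called in 4 of the 13 alternatives, with adjusted p-values from 0.000366 (DESeq2) to 0.103.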

The complete list of DEGs is shown in Table S5. To validate these results, qRT‐PCR was performed on three genes (Figure S5).

GO enrichment analysis was performed to identify processes and functions altered by preterm birth in the setting of hyperglycemic exposure. Enriched biological processes GO terms are shown in Figure 5, and enriched molecular function GO terms are shown in Figure S6. Pathway analysis revealed dysregulation of angiogenesis and vascular development in PT‐D compared to T‐D, as evidenced by enrichment of GO terms such as “regulation of angiogenesis”, “regulation of vascular development”, and “endothelial cell migration” in upregulated PT‐D genes compared to T‐D. Angiogenesis plays a critical role in both diabetes and kidney development. 

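The GO terms were not analysed here. A list of 20 endothelial markers, which holds Cdh5 and Flt1 among others, had a median log2 fold change of 0.40 between PT-D and T-D, with 18 genes higher in PT-D. Camera called the shift (adjusted p = 6.88e-06) and fry did not (adjusted p = 0.121). With a library left out, the median was lowest without T-D replicate 4, at 0.34, and highest without T-D replicate 1, at 0.58. None of the 20 genes was a DEG by edgeR's test at an adjusted p adjusted over all genes tested, and 8 had an adjusted p under 0.05 when adjusted over the list alone. The 6 angiogenesis genes the paper names in Figure 5c had a median of 1.21, called by camera (adjusted p = 1.64e-13) and by fry (adjusted p = 0.0189). Since the paper chose them from these libraries, this is not independent evidence. In the Reactome collection, 87 of the 735 sets were higher in PT-D by camera and 2 of them by fry. The set of cell surface interactions at the vascular wall had a median of 0.31 over 89 genes (camera adjusted p = 0.00372, fry adjusted p = 0.152).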

Diabetes is known to impair angiogenic signalling and vascular integrity [43], and proper vascular development is globally impaired by preterm birth, with a particular effect on the kidneys [44, 45]. 

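Flt4 (ENSMUSG00000020357.4, chromosome 11 from 49500090 to 49543582), the gene of a receptor for vascular endothelial growth factors, had 217 ± 77.5 normalized counts (SD, n = 4) in T-D and 663 ± 148 (n = 3) in PT-D. The log2 fold change was 1.61 (standard error 0.29, adjusted p = 0.0575 from edgeR's quasi-likelihood test). Cdh5 (ENSMUSG00000031871.10, chromosome 8 from 104828231 to 104871143), the gene of vascular endothelial cadherin, had 789 ± 272 and 1658 ± 167 normalized counts, a log2 fold change of 1.07 (standard error 0.26, adjusted p = 0.0775). Nos3 (ENSMUSG00000028978.13, chromosome 5 from 24569787 to 24589475), the gene of endothelial nitric oxide synthase, had 62.7 ± 21.9 and 151 ± 10.5, a log2 fold change of 1.26 (standard error 0.30, adjusted p = 0.0754). Flt1 (ENSMUSG00000029648.14, chromosome 5 from 147498414 to 147662826) had 723 ± 269 and 1609 ± 426 (log2 fold change 1.15, standard error 0.30, adjusted p = 0.0866). Sema3e (ENSMUSG00000063531.8, chromosome 5 from 14075290 to 14306719) had 55.6 ± 19 and 123 ± 11.4 (log2 fold change 1.13, standard error 0.31, adjusted p = 0.0899). In each of the 5 genes every PT-D library lay above every T-D library, and none was a DEG by this test. With DESeq2 all 5 were DEGs, with adjusted p-values from 0.000276 for Flt4 to 0.0139 for Flt1. Over the 13 alternatives the adjusted p reached 0.0961 for Flt4, 0.119 for Cdh5, 0.141 for Nos3, 0.142 for Flt1 and 0.329 for Sema3e.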

Consistent with these findings, several angiogenesis‐related genes were upregulated in PT‐D, including *Cdh5*, *Flt1*, *Flt4*, *Hmox1*, *Nos3*, and *Sema3e* (Figure 5c). Results from qRT‐PCR showed that *Hmox1* and *Nos3* were expressed more in the kidneys of PT‐D females compared to T‐D, validating these findings (Figure S5a,b). 

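Hmox1 (ENSMUSG00000005413.9, chromosome 8 from 75820241 to 75827217) had 4297 ± 1867 normalized counts (SD, n = 4) in T-D and 69025 ± 8501 (n = 3) in PT-D, a log2 fold change of 4.00 (standard error 0.32, adjusted p = 0.000231 from edgeR's quasi-likelihood test). The difference was called in each of the 7 fits that left out a library, with log2 fold changes between 3.79 and 4.29, and in each of the 13 alternatives. Among the nondiabetic libraries Hmox1 was high in all 3 PT-ND libraries (27214 to 69172) and in T-ND replicates 1 and 2 (79420 and 72243), and low in T-ND replicates 3 and 4 (1539 and 2674). Hmox1 was not a DEG between PT-D and T-ND (log2 fold change 0.81, adjusted p = 0.68) or between PT-D and PT-ND (0.59, adjusted p = 0.208). T-D against T-ND gave a log2 fold change of −3.20 (standard error 1.01, adjusted p = 0.274).

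**Figure D1:**
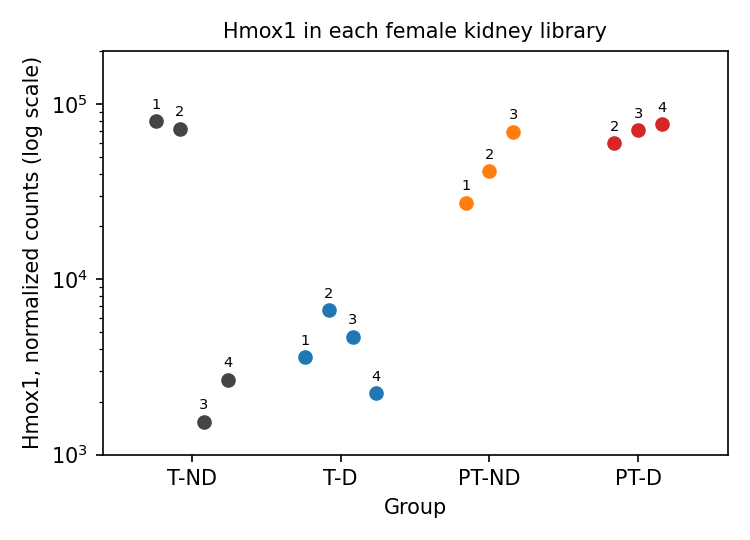
TMM-normalized counts of Hmox1 on a log scale in each of the 14 female kidney libraries, by group, with the replicate number above each point. The 3 PT-D libraries lie between 59759 and 76462, the 4 T-D libraries between 2232 and 6651, and the 4 T-ND libraries fall into a high and a low pair.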

Gene set enrichment analysis also indicated activation of pathways in PT‐D related to angiogenesis, vasculature, and blood vessel development compared to T‐D. *Hmox1* was markedly upregulated in PT‐D compared to T‐D, showing both the most significant adjusted *p*‐value and a large fold change. *Hmox1*, which encodes for heme oxygenase‐1 (HO‐1), is involved with angiogenesis [46]. *Hmox1* is induced by hypoxia‐inducible factor‐1 (HIF‐1), and HO‐1 overexpression enhances VEGF synthesis [47, 48, 49].

**FIGURE 5:**
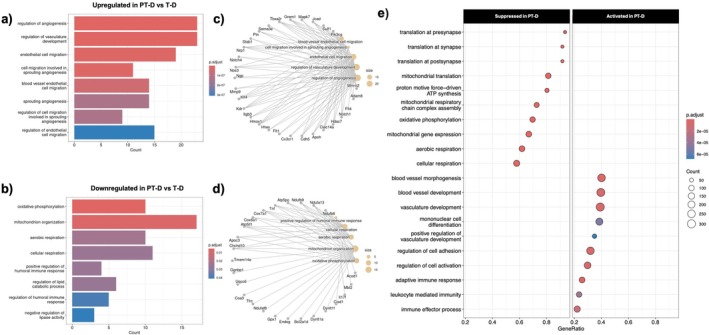
Gene Ontology analyses of Bulk RNA‐Seq for differentially expressed genes between T‐D and PT‐D: Biological Process GO terms. (a) GO enrichment analysis revealed enrichment of the GO terms “regulation of angiogenesis” and “regulation of vascular development” in genes upregulated in PT‐D compared to T‐D. (b) GO terms associated with mitochondrial activity and cellular respiration were enriched in downregulated PT‐D genes relative to T‐D. (c, d) The linkages of corresponding genes and those terms are shown in the CNET plots. (e) Gene Set Enrichment analysis revealed activation of angiogenesis, vascular development, and immune‐related pathways and suppression of mitochondrial‐associated pathways in the PT‐D group compared to T‐D.

In PT‐D kidneys, several GO terms associated with mitochondrial activity and cellular respiration, such as “mitochondrion organization,” “cellular respiration,” and “aerobic respiration”, were enriched in downregulated genes in the T‐D group (Figure 5b,d). 

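In place of the GO terms, lists of genes for mitochondrial function were tested between PT-D and T-D. The nuclear-encoded OXPHOS subunits had a median log2 fold change of −0.81, with 79 of 80 genes lower in PT-D. Camera called this shift (adjusted p = 1.34e-35) and fry did not (adjusted p = 0.0989). A single library, T-D replicate 4, held part of the difference, since the median was −0.59 without it and the call by camera was kept. The 77 mitochondrial ribosomal proteins were all lower in PT-D, with a median of −0.68 (camera adjusted p = 2.83e-27, fry adjusted p = 0.111). The shift was not confined to mitochondrial genes. Cytosolic ribosomal proteins had a median of −0.76, with 77 of 79 genes lower (camera adjusted p = 4.94e-31, fry adjusted p = 0.111). The 13 mRNAs encoded in the mitochondrial genome had a median of 0.25 (camera adjusted p = 0.678), and −0.17 without PT-D replicate 2. Of the Reactome sets, 141 were lower in PT-D by camera and none by fry. Respiratory electron transport had the smallest p among them, with a median of −0.79 over 69 genes (camera adjusted p = 2.3e-26, fry adjusted p = 0.152).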

Downregulated genes within these GO terms included *Apoc3*, *Bcl2a1d*, *Gpx1, Ndufa13, and Ndufb9* [50, 51, 52]. 

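Ndufb9 (ENSMUSG00000022354.5, chromosome 15 from 58805594 to 58814819) had 1834 ± 492 normalized counts (SD, n = 4) in T-D and 923 ± 191 (n = 3) in PT-D, a log2 fold change of −0.99 (standard error 0.23, adjusted p = 0.0716 from edgeR's quasi-likelihood test). Ndufa13 (ENSMUSG00000036199.10, chromosome 8 from 70346808 to 70355872) had 5955 ± 1788 and 3041 ± 498, a log2 fold change of −0.97 (standard error 0.24, adjusted p = 0.0834). Both genes encode subunits of complex I. Bcl2a1d (ENSMUSG00000099974.2, chromosome 9 from 88605338 to 88613967), a member of the Bcl2 family, had 265 ± 142 normalized counts and, with 114 to 118 per library, a mean of 116, a log2 fold change of −1.20 (standard error 0.36, adjusted p = 0.0996). Gpx1 (ENSMUSG00000063856.9, chromosome 9 from 108216102 to 108217546), the gene of a glutathione peroxidase, had 404 ± 247 and 175 ± 50.1 (log2 fold change −1.21, standard error 0.38, adjusted p = 0.109). Apoc3 (ENSMUSG00000032081.11, chromosome 9 from 46142527 to 46146934), an apolipoprotein gene, had 188 ± 62.5 and 84.7 ± 49.7 (log2 fold change −1.15, standard error 0.39), with the highest adjusted p of the 5. In Apoc3, 2 of the 3 PT-D libraries lay below every T-D library, and in the other 4 genes all 3 did. None of the 5 was a DEG by this test. DESeq2 gave all 5 an adjusted p under 0.05, from 0.00356 for Ndufb9 to 0.034 for Apoc3. Over the 13 alternatives the adjusted p reached 0.306 for Bcl2a1d and 0.212 for Ndufa13. The log2 fold change of Gpx1 was −0.70 without T-D replicate 2, and that of Bcl2a1d −0.78 without T-D replicate 4. Against T-ND, PT-D had log2 fold changes of −0.05 for Bcl2a1d, −0.27 for Gpx1, −0.24 for Ndufb9, −0.42 for Ndufa13 and −0.74 for Apoc3. For T-D against T-ND they were 1.12, 0.92, 0.74, 0.54 and 0.40 in the same order. No gene was called in either comparison. Except in Apoc3, T-D lay further from T-ND than PT-D did.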

Altered metabolism is known to contribute to DKD progression. Collectively, these data, including the lower proximal tubular fraction and upregulation of genes associated with DKD progression and damage, support that female PT‐D have more injury with hyperglycemia compared to female T‐D mice.

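Between T-D and T-ND, 22275 genes were tested and 15 were DEGs by edgeR's quasi-likelihood test, 12 higher and 3 lower in T-D. An unadjusted p under 0.05 was found for 2621 genes. The number of DEGs was 293 with DESeq2 (184 higher, 109 lower), which include the 15. It fell to 2 without T-ND replicate 1 and rose to 290 without T-ND replicate 3. Ttr (ENSMUSG00000061808.5, chromosome 18 from 20797253 to 20807467) had 10.1 ± 6.18 normalized counts (SD, n = 4) in T-ND and 1212 ± 595 (n = 4) in T-D, a log2 fold change of 6.86 (standard error 0.49, adjusted p = 0.000178). Ccng1 reached 8599 ± 1228 normalized counts in T-D (log2 fold change 1.41, standard error 0.15, adjusted p = 0.00596). Tiparp (ENSMUSG00000034640.10, chromosome 3 from 65435320 to 65463365) rose from 423 ± 71.6 to 1018 ± 41.7 (log2 fold change 1.25). The DEGs with lower expression in T-D were the long noncoding RNA 4931408D14Rik (ENSMUSG00000120174.1, chromosome 19 from 37232068 to 37241537), from 174 ± 50.5 to 39 ± 6.58 (log2 fold change −2.16), Rdh19 (ENSMUSG00000054052.6, chromosome 10 from 127685797 to 127697045), from 318 ± 95.2 to 69.7 ± 24.6 (log2 fold change −2.21), and Osr2 (ENSMUSG00000022330.6, chromosome 15 from 35296196 to 35303673), from 278 ± 29 to 115 ± 18.6 (log2 fold change −1.28). Their adjusted p-values were 0.015, 0.0242 and 0.0357.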

*The DEGs for* secondary analyses of T‐ND vs. T‐D are included in Supplementary Table 6 and Figure S7. 

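Between PT-D and PT-ND, 22303 genes were tested and 1105 were DEGs by edgeR's quasi-likelihood test, 661 higher and 444 lower in PT-D. DESeq2 called 1360 genes (751 higher, 609 lower), and 1040 of the 1105 were among them. Without PT-ND replicate 3 the number of DEGs was 594, and without PT-ND replicate 1 it was 1419. Lama3 (ENSMUSG00000024421.17, chromosome 18 from 12466876 to 12717747) had 40.7 ± 7.57 normalized counts (SD, n = 3) in PT-ND and 579 ± 106 (n = 3) in PT-D, a log2 fold change of 3.82 (standard error 0.23, adjusted p = 4.65e-05). Its means in T-ND and T-D were 467 ± 204 and 466 ± 83.1, so that PT-ND was the low group. Gm21399, with 25.1 ± 8.94 normalized counts in PT-ND, had a log2 fold change of 4.38. Trim12c (ENSMUSG00000057143.16, chromosome 7 from 103987961 to 104002601) rose from 189 ± 24.6 to 1169.9 ± 236 (log2 fold change 2.63, adjusted p = 0.000216). Vwa1 fell from 2770.2 ± 179.8 normalized counts (log2 fold change −3.21, adjusted p = 4.33e-05). Gpc5 (ENSMUSG00000022112.15, chromosome 14 from 115329647 to 116762591) fell from 363 ± 56.9 to 19.1 ± 10.1 (log2 fold change −4.26, adjusted p = 0.00084). BC018473 (ENSMUSG00000056032.13, chromosome 11 from 116642993 to 116650199), a long noncoding RNA, had 294 to 1147 normalized counts in PT-ND and a count of 0 in every PT-D library.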

*The DEGs for* secondary analyses of PT‐ND vs. PT‐D are included in Table S7 and Figure S7.

### 3.8 Sex Differences

Sex differences in injury markers and histopathological features of DKD have been reported in other animal models [53]. At baseline, there was a significant difference between the male T‐ND and female T‐ND in glomerular density, ATG's and podocyte density. The observed sex‐specific differences are presented below, with a focus on PT‐D males and PT‐D females (Figure 6; Figure S8). We also examined the effect of preterm birth in diabetic mice based on sex by comparing the magnitude of the difference between PT‐D and T‐D mice in males versus females (Figure 6).

**FIGURE 6:**
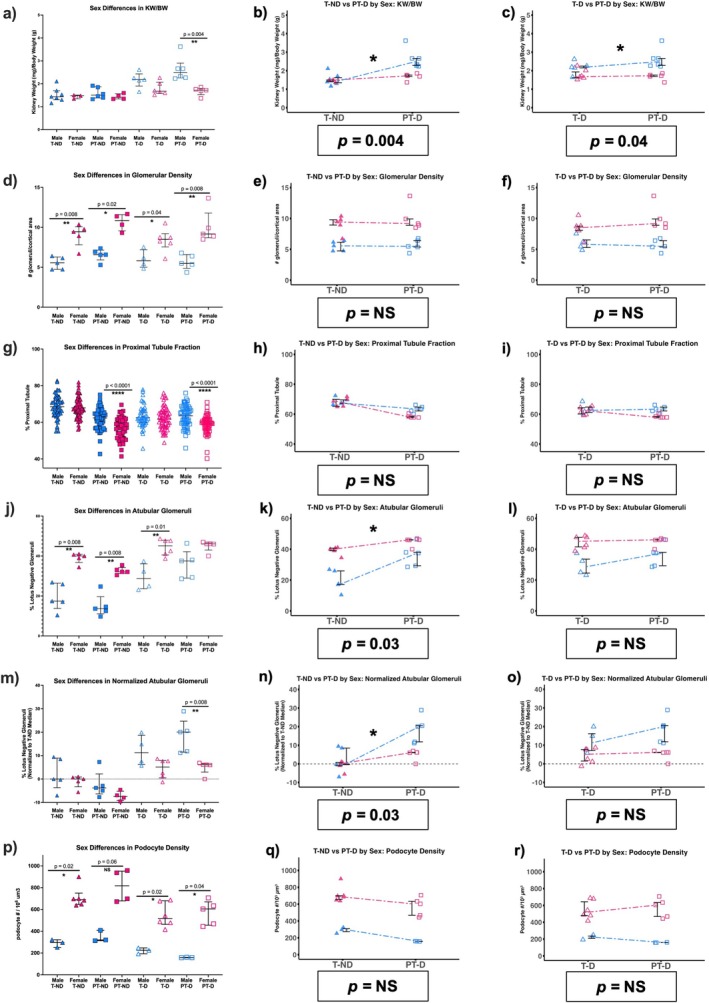
Characterization of structural sex differences in the model. (a) Preterm diabetic males had a greater kidney weight to body weight ratio (KW/BW) than preterm diabetic females. (b) A sex difference in KW/BW was observed between the term non‐diabetic and preterm diabetic groups, with male animals exhibiting a greater increase than female animals. (c) A sex difference in KW/BW was also observed between the term diabetic and preterm diabetic groups, with male animals exhibiting a greater increase than female animals. (d) Female animals across all conditions had a greater glomerular density than males. (e) No sex‐specific differences in glomerular density were observed between term non‐diabetic and preterm diabetic animals, or (f) between term diabetic and preterm diabetic animals. (g) Female preterm animals, with and without diabetes, had a lower proximal tubule fraction than their respective male comparisons. (h) No sex‐specific differences in proximal tubule fraction were observed between term non‐diabetic and preterm diabetic animals, or (i) between term diabetic and preterm diabetic animals. (j) Female animals had a greater baseline percentage of lotus negative glomeruli, as evidenced by the higher percentage of atubular glomeruli in term non‐diabetic females compared to term non‐diabetic males. There was no sex difference in atubular glomeruli between preterm diabetic animals, without normalizing for the baseline difference in lotus negative glomeruli. (k) A sex difference in atubular glomeruli (without normalization) was observed between the term non‐diabetic and preterm diabetic groups, with male animals exhibiting a greater increase than female animals. (l) No sex‐specific differences in atubular glomeruli were observed between term diabetic and preterm diabetic animals. (m) Following normalization to the median atubular glomerular percentage in term non‐diabetic animals in each sex, preterm diabetic males had a greater percentage of atubular glomeruli than preterm diabetic females. (n) The sex‐specific difference in atubular glomeruli between term non‐diabetic and preterm diabetic animals was still observed after normalization. (o) Normalization for atubular glomeruli did not influence the absence of sex differences between term diabetic and preterm diabetic animals. (p) Podocyte density was greater in female animals across all conditions, although the difference between preterm non‐diabetic animals did not reach significance. (q) No sex‐specific differences in podocyte density were observed between term non‐diabetic and preterm diabetic animals, or (r) between term diabetic and preterm diabetic animals. Two‐tailed Mann–Whitney tests (a, d, g, j, m, p) with a *p*‐value < 0.05 considered statistically significant. The difference in contrasts (1) T‐ND vs. PT‐D (b, e, h, k, n, q) and (2) T‐D vs. PT‐D (c, f, I, l, o, r) were assessed for sex differences with a *p*‐value 0.05 considered statistically significant.

### 3.9 Structural Alterations: Sex Differences

There was no difference in KW/BW between the sexes in all the ND mice. However, PT‐D males had a greater KW/BW than PT‐D females (Figure 6a). Both male and female PT‐D groups had a greater KW/BW compared to T‐ND for their respective sex. These sex‐specific differences in KW/BW between PT‐D and T‐ND and PT‐D and T‐D were statistically significant (Figure 6b,c).

Female mice had a significantly higher glomerular density than males across all groups (T‐ND males: 5.56 ± 1.41; T‐ND females: 9.45 ± 0.86; PT‐ND males: 6.58 ± 0.39; PT‐ND females: 10.86 ± 1.38; T‐D males: 5.82 ± 1.23; T‐D females: 8.50 ± 0.66; PT‐ND males: 5.48 ± 1.03; PT‐ND females: 9.17 ± 1.03 glomeruli/μm^2^) (Figure 6d). There was no significant difference in glomerular density between PT‐D and T‐ND or PT‐D and T‐D in either sex (Figure 6e,f), indicating that higher glomerular density is a baseline sex difference.

There was no difference in proximal tubule fraction between the males and female T‐ND mice; however, female PT‐ND had a lower proximal tubule fraction than PT‐ND males (Figure 6g). In both sexes, the dual exposure to preterm birth and hyperglycemia resulted in a lower proximal tubule fraction compared to T‐ND of the same sex (Figure 6h). Among males, PT‐D and T‐D had a similar proximal tubule fraction, whereas PT‐D females had a lower proximal tubule fraction compared to T‐D females (Figure 6h). The difference between T‐D and PT‐D mice was not statistically different between the sexes, indicating that the lower proximal tubule fraction seen in the PT‐D females compared to T‐D females was not attributable to sex (Figure 6i).

Consistent with prior reports that males have a higher fraction of lotus positive cells in Bowman's capsule than females (34), the baseline proportion of ATGs was different between sexes; T‐ND females had a greater proportion of ATGs than T‐ND males (Figure 6j). To account for baseline sex differences, ATG proportions were normalized within each sex using the median value from T‐ND mice of the corresponding sex. After normalization, PT‐D females had a smaller proportion of ATGs than PT‐D males (Figure 6m). In both sexes, there was a higher proportion of ATG in PT‐D mice compared to T‐ND, but the difference was significantly greater in males than females (Figure 6k,n). Although PT‐D males had a greater proportion of ATGs than PT‐D females, the difference between PT‐D and T‐D was not statistically different between sexes (Figure 6l,o).

Female mice had a greater podocyte density than males across all conditions, although the difference between male and female PT‐ND mice did not reach statistical significance (Figure 6p). This sex difference in podocyte density has also been reported in human studies [54]. Podocyte density was not significantly different between PT‐D and T‐ND females, whereas PT‐D males had a lower podocyte density than T‐ND males. Similarly, podocyte density was similar between PT‐D and T‐D females, whereas PT‐D males had a lower podocyte density than T‐D males. Despite apparent sex differences, the magnitude of the difference between PT‐D and T‐ND, as well as between PT‐D and T‐D mice, was not significantly different between sexes (Figure 6q,r).

### 3.10 Transcriptome Alterations: Sex Differences

We performed RNA‐seq analysis on the male and female kidneys to identify molecular changes in the kidney attributable to preterm birth in the setting of hyperglycemia. The expression profiles clustered into four groups, except one sample, by hierarchical clustering (Figure 7a). Principal component analysis (PCA) of diabetic mice (T‐D and PT‐D) revealed a clear distinction between male and female samples, with PC1 accounting for 35.3% of the total variance. PC2, accounting for 19.7% of the variability, was correlated with sample condition. Females exhibited a more pronounced condition‐dependent segregation along PC2 compared to males (Figure 7b). 

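Principal components were computed here on the log2 normalized counts (prior count 2) of the 500 genes that varied most over the 14 female libraries. PC1 accounted for 23.9% of the variance and PC2 for 18.6%. With the 2000 most variable genes PC1 accounted for 22.5%. T-ND did not form a group of its own. On PC1, T-ND replicates 1 and 2 (27.6 and 27.2) lay beside the 3 PT-ND libraries (11.1 to 22.5), and T-ND replicate 3 (−13.9) lay among the PT-D libraries (−19.1 to −8.6) and near T-D replicates 2 to 4 (−23.0 to −15.5). Its place among the PT-D libraries depended on the number of genes. With 2000 genes, where PC1 ran the other way, T-ND replicate 3 (12.5) lay outside the PT-D range (19.7 to 43.4). It then lay among T-D replicates 2 to 4 (11.2 to 27.7). In complete-linkage clustering on Spearman correlation over the 22339 genes, the first division set the 3 PT-D libraries apart from the other 11. At 4 clusters, T-ND replicates 1 and 2 fell with PT-ND, T-ND replicates 3 and 4 with T-D replicates 1 to 3, and T-D replicate 4 stood alone.

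**Figure D2:**
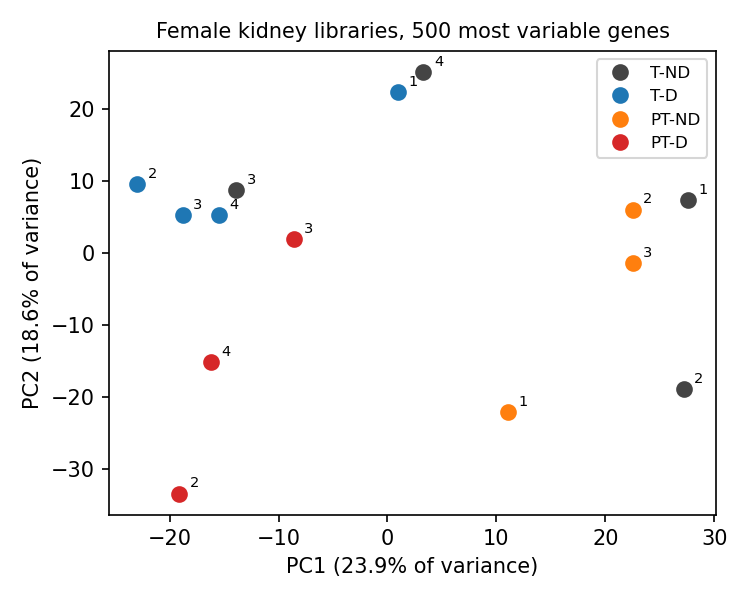
PC1 and PC2 of the 14 female kidney libraries over the 500 most variable genes, with each axis in units of the log2 scale and its share of the variance, groups in color and replicate numbers beside the points. T-ND replicates 1 and 2 lie at the right with the PT-ND libraries, and the T-D and PT-D libraries lie to the left of them.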

Sex‐stratified PCA including T‐ND, PT‐ND, T‐D, and PT‐D is available in Figure S9.

**FIGURE 7:**
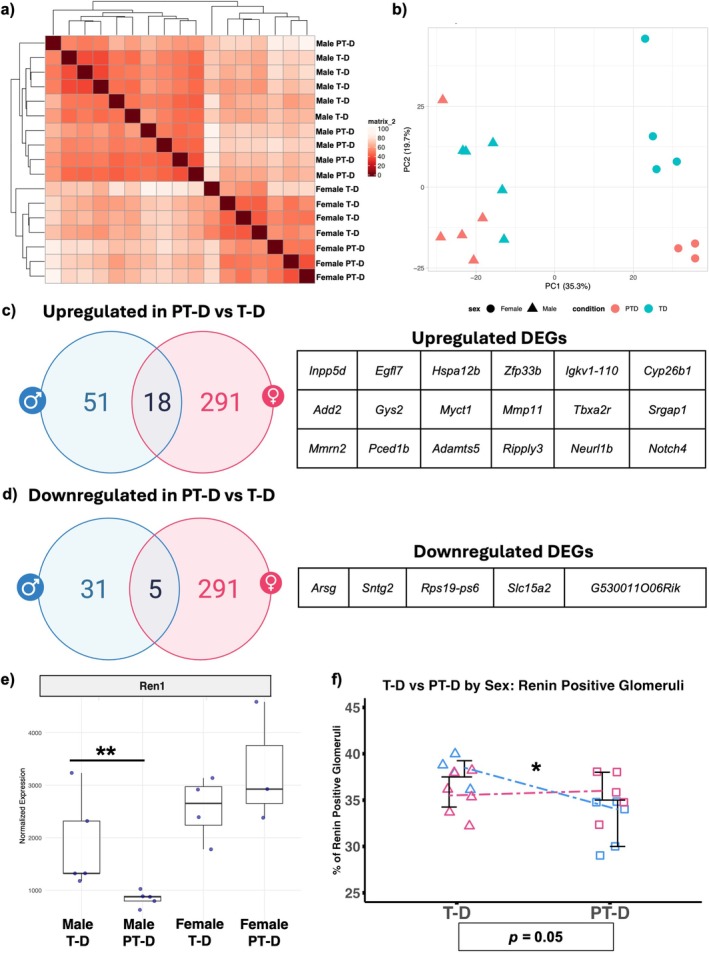
Dual exposure to preterm birth and hyperglycemia reveals sex‐specific transcriptomic alterations. (a) Hierarchical clustering analysis of Bulk RNA‐Seq data reveals the expression profiles clustering into four groups. (b) A principal component analysis also showed clear sexual dimorphism. (c, d) Twenty‐three differentially expressed genes were shared across sexes in the PT‐D groups when compared to T‐D. Both male and female PT‐D mice showed Notch signalling abnormalities. (e) There was less *Ren1* expression in preterm diabetic males compared to term diabetic males. There was no significant difference between females. (f) This sex difference in renin expression was validated by IHC.

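The female PT-D and T-D libraries were also compared apart from the other groups. In the PCA of these 7 diabetic libraries PC1 accounted for 36.4% of the variance. The T-D libraries lay between −32.7 and −8.7 on it and the PT-D libraries between 17.3 and 33.9. Without a threshold on the log2 fold change the number of DEGs by edgeR's test was 43, so no gene with an adjusted p under 0.05 had a smaller change. Fitted together with the 7 nondiabetic libraries, PT-D and T-D differed in 396 genes. With 1 library left out the number lay between 26 (without T-D replicate 3) and 105 (without T-D replicate 4).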

We identified 605 DEGs between female PT‐D and T‐D kidneys. Of those, 291 were identified as female‐specific upregulated genes and 291 female‐specific downregulated genes in PT‐D compared to T‐D. Eighteen were consistently upregulated in both male and female PT‐D compared to T‐D (Figure 7c), while five DEGs were consistently downregulated in both sexes (Figure 7d). Bulk RNA‐Seq identified alterations in the Notch signalling across both sexes, evidenced by enrichment of the GO terms “Notch signaling pathway” and “negative regulation of Notch signaling pathway” in PT‐D compared to T‐D (Figure S10). 

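Notch1 (ENSMUSG00000026923.16, chromosome 2 from 26347915 to 26406675) had 215 ± 104 normalized counts (SD, n = 4) in T-D and 478 ± 46.8 (n = 3) in PT-D, a log2 fold change of 1.15 (standard error 0.35, adjusted p = 0.103 from edgeR's quasi-likelihood test). Notch3 (ENSMUSG00000038146.9, chromosome 17 from 32339794 to 32385893) had 153 ± 84 and 348 ± 59.2, a log2 fold change of 1.19 (standard error 0.39, adjusted p = 0.118). Notch4 (ENSMUSG00000015468.15, chromosome 17 from 34783220 to 34807477) had 254 ± 118 and 584 ± 10.9, a log2 fold change of 1.19 (standard error 0.35, adjusted p = 0.0975). In all 3 genes every PT-D library lay above every T-D library, and none was a DEG by this test. DESeq2 called the 3 genes, with adjusted p-values of 0.0321, 0.042 and 0.0259. Over the 13 alternatives the adjusted p ranged from 0.00976 to 0.151 for Notch1, from 0.0164 to 0.162 for Notch3 and from 0.00654 to 0.139 for Notch4. Without T-D replicate 4 the log2 fold changes were 0.87, 0.90 and 0.90. A list of 8 Notch receptors and ligands, which holds the 3 genes, had a median log2 fold change of 1.13, with all 8 higher in PT-D (camera adjusted p = 2.41e-05, fry adjusted p = 0.0989). Of 6 Notch target genes, 5 were higher, with a median of 0.93 (camera adjusted p = 0.185).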

While baseline expression of *Notch1*, *Notch3*, and *Notch4* was similar between T‐D males and females, all three genes were significantly upregulated in PT‐D females. The increased *Notch1* expression in PT‐D females as compared to T‐D females was validated by qRT‐PCR (Figure S5c). Additionally, *Notch4* was significantly upregulated in PT‐D males, with *Notch1* and *Notch3* showing non‐significant trends toward upregulation. We previously reported that *Ren1*, which encodes renin, was downregulated in PT‐D males compared to T‐D males with validation by IHC staining [18]. However, in the females, there was no difference in *Ren1* expression or protein levels (Figure 7e,f).

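Ren1 (ENSMUSG00000070645.6, chromosome 1 from 133278248 to 133288063) had 2456 ± 588 normalized counts (SD, n = 4) in T-D and 3224 ± 1075 (n = 3) in PT-D. The log2 fold change was 0.39 (standard error 0.25, adjusted p = 0.382 from edgeR's quasi-likelihood test), and the difference between the means was smaller than the SD in PT-D. No alternative called it, and the log2 fold change lay between 0.20 and 0.60 over the 13. Without PT-D replicate 2 it was 0.08.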

## 4 Discussion

In this dual exposure model of preterm birth and hyperglycemia, female mice exhibited mild alterations in kidney structure and function, with early molecular changes consistent with diabetic kidney injury. The combination of preterm birth and hyperglycemia resulted in a higher BUN and reduced proximal tubule fraction compared to term females exposed to hyperglycemia. Transcriptomic analysis revealed upregulation of angiogenesis pathways and the Notch pathway along with downregulation of mitochondrial function in preterm diabetic compared to term diabetic females, consistent with a more advanced DKD phenotype in those born preterm. These data also confirm several sex differences at baseline and reveal a greater increase in normalized kidney weight in the preterm males with diabetes, despite more atubular glomeruli, compared to preterm females with diabetes. Our previous study demonstrated that preterm males with diabetes compared to term males with diabetes had a lower podocyte density, higher BUN, and evidence of extracellular matrix gene expression changes, evidence of early DKD which was absent in the preterm females with diabetes. This study provides evidence that preterm birth increases susceptibility to hyperglycemia‐induced kidney injury in female mice, but the impact in the females is milder than in males (Figure 8). Preterm birth appears to exacerbate kidney injury by increasing susceptibility to proximal tubule damage and disrupting angiogenesis in both sexes, while more prominently affecting podocytes and renin expression in males and increased Notch signaling in females. These sex‐specific responses highlight the importance of understanding divergent mechanisms of injury, which may inform targeted strategies to reduce the burden of progressive DKD.

**FIGURE 8:**
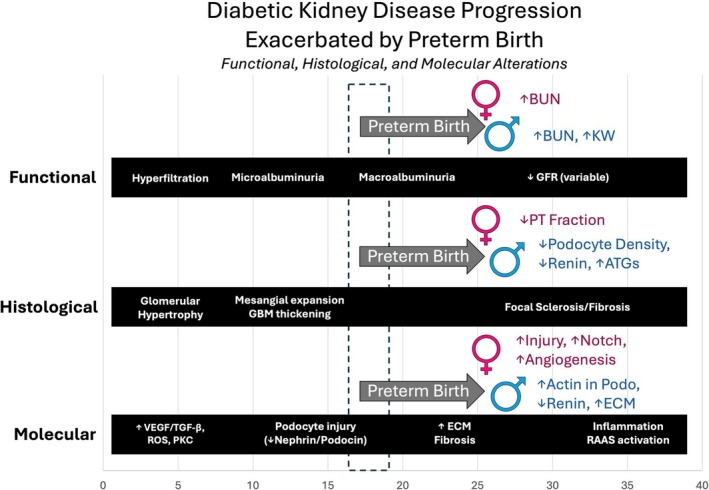
Diabetic kidney disease progression is exacerbated by preterm birth. Preterm birth exacerbated functional, histologic, and molecular alterations in the kidneys of diabetic mice. Alterations associated with the progression of diabetic kidney disease (DKD) in CD‐1 mice exposed to STZ are represented by the black bars. Kidney alterations are assessed in mice euthanized at 18 weeks of age, after a 12‐week exposure to hyperglycemia induced by STZ at 6 weeks. The timeframe of this study is indicated by the grey dashed box. In our model, preterm diabetic female mice had less severe alterations than preterm diabetic male mice.

Data suggest that individuals born preterm have a propensity for hyperglycemia at an early age, highlighting the importance of studying this dual‐hit model prior to the onset of overt nephropathy. The link between preterm birth and development of diabetes during adulthood has been established at a population level [3, 12]. Early strategies are necessary to prevent progression to permanent, irreversible kidney damage; however, most studies of diabetic kidney disease have not accounted for preterm birth as a contributing risk factor in disease progression. Several studies have demonstrated alterations in insulin sensitivity during childhood in those born preterm [55, 56]. In a study published in the New England Journal of Medicine, children 4–10 years old who were born preterm (*n* = 50) were found to have lower insulin sensitivity and higher acute insulin release compared to term controls (*n* = 22) [55]. Here, we modelled these early manifestations of insulin insensitivity, with a short duration of hyperglycemia and mild prematurity to investigate early kidney alterations, prior to the development of significant DKD.

As expected, the dual hit of preterm birth and diabetes in the females resulted in several significant transcriptomic alterations associated with early DKD, indicating molecular changes that precede detectable structural or functional damage. Proinflammatory, profibrotic, and apoptotic genes were upregulated in preterm females with diabetes compared to term nondiabetic females, including *Col1a1* and *Fn1*. 

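Fn1 (ENSMUSG00000026193.16, chromosome 1 from 71624673 to 71692419) had 524 ± 95.5 normalized counts (SD, n = 4) in T-ND and 1220.3 ± 379 (n = 3) in PT-D, a log2 fold change of 1.21 (standard error 0.22, adjusted p = 0.0302 from edgeR's quasi-likelihood test). The call was kept in 3 of the 7 fits that left out a library (adjusted p from 0.0167 to 0.112) and in 9 of the 13 alternatives (up to 0.155). Col1a1 (ENSMUSG00000001506.11, chromosome 11 from 94827050 to 94843868) had 64.5 ± 15 and 159 ± 100.5 normalized counts, a log2 fold change of 1.30 (standard error 0.44, adjusted p = 0.114), and was not a DEG by this test. Without PT-D replicate 3 the log2 fold change of Col1a1 was 0.79. DESeq2 gave Col1a1 an adjusted p of 0.0345, the lowest of the 13 alternatives, which reached 0.409. Of 24 extracellular matrix genes, 22 were higher in PT-D, with a median log2 fold change of 0.70 (camera adjusted p = 1.88e-07, fry adjusted p = 0.0617). From the transcriptional differences between PT-D and T-ND, the paper concludes that molecular changes come before structural or functional damage can be detected.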

We observed alterations in pathways linked to increased oxidative stress, which plays a central role in the initiation and progression of DKD by driving renal fibrosis [57]. Notably, *Eda2r*, which was increased in the PT‐D compared to the T‐ND females, has been associated with increased oxidative stress and apoptosis in podocytes in the setting of hyperglycemia [58].

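Eda2r (ENSMUSG00000034457.11, chromosome X from 96320270 to 96420847), which encodes a receptor of the tumor necrosis factor receptor family, had 7.61 ± 3.15 normalized counts (SD, n = 4) in T-ND and 174 ± 51.8 (n = 3) in PT-D. The log2 fold change was 4.48 (standard error 0.37, adjusted p = 0.00247 from edgeR's quasi-likelihood test). It lay between 4.28 and 4.77 with each library left out in turn and was called in all 7 fits. The difference was not specific to PT-D. In T-D the mean was 107 ± 55.1 (log2 fold change 3.77 against T-ND, standard error 0.47, adjusted p = 0.0132), and in PT-ND it was 6.24 ± 0.919. Without T-ND replicate 1 the T-D difference had an adjusted p of 0.0677.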

To isolate the effect of preterm birth in female mice, the PT‐D group was compared to the T‐D group. The preterm female diabetic group exhibited features consistent with a more advanced stage of DKD and a greater effect on both the endothelia and mitochondria than term diabetic mice, indicating that preterm birth in females intensifies disease progression even under similar hyperglycemic conditions. Mitochondrial dysfunction occurs early in DKD, which is particularly harmful in the proximal tubules due to their high mitochondrial content and metabolic demand [59]. Several genes linked to tubular injury, fibrosis, and inflammation were significantly elevated in PT‐D compared to T‐D, with upregulation of tubular injury genes including *Havcr1* and upregulation of profibrotic genes included: *Cx3cr1*, *Grem1*, and *Trem1*. 

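Havcr1 (ENSMUSG00000040405.14, chromosome 11 from 46625907 to 46670405), the gene of kidney injury molecule 1, had 106 ± 68.9 normalized counts (SD, n = 4) in T-D and 1003 ± 797 (n = 3) in PT-D, a log2 fold change of 3.24 (standard error 0.71, adjusted p = 0.0687 from edgeR's quasi-likelihood test). The SD in PT-D was nearly as large as the difference, since PT-D replicate 2 had 98 normalized counts. In T-ND Havcr1 ranged from 57 to 2638. Cx3cr1 (ENSMUSG00000052336.8, chromosome 9 from 119877749 to 119898945) had 5 ± 3.99 and 43.2 ± 13.8 normalized counts, a log2 fold change of 3.11 (standard error 0.57, adjusted p = 0.058). Grem1 (ENSMUSG00000074934.4, chromosome 2 from 113576509 to 113589000) had 53 ± 20.9 and 194 ± 154 (log2 fold change 1.87, standard error 0.49, adjusted p = 0.0851). Without PT-D replicate 2 the log2 fold change of Grem1 was 1.00. Trem1 had 4.89 ± 2.96 in T-D, with a log2 fold change of 2.38 (standard error 0.66, adjusted p = 0.0899). None of the 4 was a DEG by this test. DESeq2 called all 4, with adjusted p-values from 0.00016 for Cx3cr1 to 0.0168 for Trem1. Over the 13 alternatives the adjusted p reached 0.108 for Havcr1, 0.0781 for Cx3cr1, 0.104 for Grem1 and 0.133 for Trem1. A list of 11 tubular injury markers that includes Havcr1 had a median log2 fold change of 0.05, with 7 genes higher in PT-D (camera adjusted p = 0.449), and −0.08 without T-D replicate 1.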

*Melk*, associated with the regulation of TGF‐β‐mediated signalling pathways and apoptosis [60], was also increased in the PT‐D compared to T‐D females. Additionally, *Mmp9*, a mediator of extracellular matrix accumulation, podocyte injury, and albuminuria [61], was upregulated in the preterm diabetic females.

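Melk (ENSMUSG00000035683.14, chromosome 4 from 44249931 to 44364701) had 9.67 ± 3.89 normalized counts (SD, n = 4) in T-D and 60.8 ± 44.2 (n = 3) in PT-D, a log2 fold change of 2.62 (standard error 0.65, adjusted p = 0.0799 from edgeR's quasi-likelihood test). The PT-D libraries ranged from 10 to 90.4, and 2 of the 3 lay above every T-D library. DESeq2 called Melk (adjusted p = 0.00512), as did 1 other of the 13 alternatives, over which the adjusted p lay between 0.00439 and 0.136.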

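In T-D, Mmp9 had 14.6 ± 4.16 normalized counts (SD, n = 4), with 11 to 20 per library, against 66 to 150 in the 3 PT-D libraries. The log2 fold change was 2.69 (standard error 0.43, adjusted p = 0.031 from edgeR's quasi-likelihood test). When a library was left out, it was called in 4 of 7 fits, with the highest adjusted p, 0.0994, without T-D replicate 3. Of the 13 alternatives, 12 called Mmp9, and the filterByExpr filter on low counts did not (adjusted p = 0.0516, within a range from 4.32e-06).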

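Of the genes for vascular development between PT-D and T-D, Flt4 had a log2 fold change between 1.38 and 1.78 when a library was left out, Cdh5 one between 0.85 and 1.23, and Flt1 one between 0.91 and 1.35. For Nos3 the range was 1.13 to 1.52 and for Sema3e 1.00 to 1.40. In each of these 5 genes the smallest log2 fold change came without T-D replicate 4. Flt4 was a DEG by edgeR's test in 1 of the 7 fits, without T-D replicate 4 (adjusted p = 0.0183). Cdh5 had an adjusted p of 0.0379 in the same fit with a log2 fold change under 1, and Flt1, Nos3 and Sema3e were called in none. For Hmox1 the adjusted p in these fits lay between 7.19e-05 and 0.00202.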

Genes important in vascular development and angiogenesis, including *Cdh5*, *Flt1*, *Flt4*, *Hmox1*, *Nos3*, and *Sema3e*, were all upregulated in preterm diabetic compared to term diabetic females. DKD progression is linked to loss of peritubular capillary rarefaction, and thus this may be indicative of greater injury in the preterm diabetic kidneys. In addition, preterm birth affects vascular development. Our previous studies using this model have demonstrated that preterm mice delivered 2 days before full term have fewer endothelial cells and have disrupted angiogenic pathways early in life [21]. This vascular phenotype has also been observed in other models, including the baboon model of preterm birth [62]. Vascular anomalies in preterm neonates also disrupt renal angiogenesis, limit perfusion of the nephrogenic zone, and increase vulnerability to hypoxia and oxidative stress [62, 63]. The effect of preterm birth on the developing vasculature can be detected in preterm neonates across their lifespan [64, 65]. Early on, preterm infants exhibit structural and functional vascular abnormalities, including impaired endothelial function, altered vascular reactivity, and increased arterial stiffness [66, 67]. For example, abnormalities in retinal vascularization underlie the development of retinopathy of prematurity [68], while disrupted pulmonary vascular development contributes to pulmonary hypertension and bronchopulmonary dysplasia [69]. In later life, systemic vascular changes, such as impaired flow‐mediated dilation and increased carotid intima–media thickness [70], have been reported in preterm survivors, suggesting a predisposition to later cardiovascular disease.

Multiple mitochondrial pathways were downregulated in preterm diabetic compared to term diabetic females, highlighting a potentially important connection between oxidative stress, mitochondrial dysfunction, and proximal tubule structural changes. Several downregulated genes and gene families in the kidneys of preterm mice with diabetes are implicated in DKD and in both acute kidney injury (AKI) and chronic kidney disease (CKD). For example, BCL‐2 regulates podocyte survival in DKD; overexpression of *Bcl‐2* in hyperglycemic cell culture reduces apoptosis, whereas decreased BCL‐2 expression has been observed in kidney biopsies from patients with DKD [71]. Similarly, genes associated with complex I subunits, including members such as *Ndufa*, *Ndufb*, and *Ndufs*, were reduced in the kidneys of preterm mice with diabetes. 

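The 38 complex I subunits encoded in the nucleus (the Ndufa, Ndufb, Ndufc, Ndufs and Ndufv genes) had a median log2 fold change of −0.81 between PT-D and T-D, and 37 of them were lower in PT-D. Camera called the shift (adjusted p = 1.02e-21) and fry did not (adjusted p = 0.0989). The median was −0.60 without T-D replicate 4. By edgeR's quasi-likelihood test 1 of the 38 genes was a DEG, and 35 had an adjusted p under 0.05 when adjusted over the list alone. From the lower expression of mitochondrial pathways in PT-D and the changes in proximal tubule structure, the paper proposes a connection between oxidative stress, mitochondrial dysfunction and the proximal tubule.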

Impaired Complex I function is a consistent feature of DKD, where diminished activity contributes to excess ROS generation, oxidative stress, and tubular injury [72, 73]. Downregulation of Complex I proteins and *Nduf* subunits have also been seen in AKI prior to necrosis and oxidative damage, and their loss correlates with fibrosis in CKD models [74, 75, 76]. The reduction in these protective pathways, along with a less proximal tubular mass without albuminuria, may shed light on patients who develop DKD without progressive albuminuria [77].

Increased Notch expression was prominent in the preterm female diabetic mice. Several Notch receptors including *Notch1*, *Notch3*, and *Notch4* were upregulated in the female preterm with diabetes compared to both the term nondiabetic and term diabetic groups. 

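Against T-ND, Notch1 had a log2 fold change of 1.17 in PT-D (standard error 0.18, adjusted p = 0.0231 from edgeR's quasi-likelihood test), from a mean of 212 ± 47.1 normalized counts (SD, n = 4) in T-ND. Notch4 had 259 ± 53.9 normalized counts in T-ND and a log2 fold change of 1.16 (standard error 0.17, adjusted p = 0.0203). Notch3 had 162 ± 61.9 in T-ND and a log2 fold change of 1.09 (standard error 0.27, adjusted p = 0.0587). DESeq2 called Notch3 with an adjusted p of 0.00513, and its adjusted p ranged up to 0.203 over the 13 alternatives. The calls of Notch1 and Notch4 were kept in 3 of the 7 fits that left out a library, with adjusted p-values up to 0.0836 and 0.0692, and in 9 of the 13 alternatives (up to 0.118 and 0.0925). The list of Notch receptors and ligands had a median log2 fold change of 0.40, with all 8 genes higher in PT-D (camera adjusted p = 0.000241, fry adjusted p = 0.0106). The Notch target genes had a median of 0.14 (camera adjusted p = 0.594), and −0.08 without PT-D replicate 4.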

Further, there was significant enrichment of Notch signalling‐related GO terms in preterm mice with diabetes of both sexes compared to term mice with diabetes, indicating activation of this pathway as a shared feature across sexes and increased Notch signalling appears to be attributable to the preterm birth. This is interesting because in early life, the receptors *Notch1* and *2* are key players in differentiation of the proximal nephron and podocytes [78], whereas *Notch3* and *4* contribute to vascular development [79, 80, 81, 82]. However, during DKD, upregulation of Notch signalling is a key mediator of podocyte injury, fibrosis, and inflammation [83, 84, 85]. Its inhibition is protective in experimental models with male mice and rats [84]. However, while *Notch1* and *Notch3* were upregulated in PT‐D males, they did not meet the threshold for differential expression, suggesting a potential subtler response compared to females.

Sex differences in the progression of DKD have been previously reported. Several studies suggest that male mice are more susceptible to kidney injury and alterations than females. In a hyperglycemia model using multiple mouse strains treated with low‐dose STZ, female mice exhibited less severe kidney injury and structural alterations, while male mice developed more pronounced hyperglycemia and injury [86]. Similarly, a study using a genetic model of diabetes with Ins2^Akita^ mice demonstrated more severe DKD in males compared to females [87]. Our findings are consistent with these studies; we observed a more mild effect in female mice with less severe kidney injury compared to males. In our model, podocyte density was similar between preterm diabetic females and term diabetic females. However, preterm diabetic male mice had a significantly lower podocyte density relative to term diabetic males. Podocyte injury and loss are central drivers of DKD progression [88], and preterm birth can result in a reduction in the number of functional podocytes or greater podocyte loss as shown in human and animal studies [21, 89, 90, 91]. The podocyte depletion hypothesis links preterm birth to chronic kidney disease by proposing that progressive podocyte loss drives proteinuria, glomerulosclerosis, and eventual kidney failure [92, 93]. Developmental deficits or acquired injury of podocytes can accelerate this process. Females appear relatively protected, likely due to higher baseline podocyte density and reduced susceptibility to podocyte loss, providing greater functional reserve. This protection may mitigate the combined renal stress of preterm birth and hyperglycemia. Further, there was no difference in renal *Ren1* expression between preterm diabetic females and term diabetic females, but there was a significant difference in males. This suggests that the impact of diabetes on the renin–angiotensin system may be sex‐specific, and female mice may have relatively preserved renin expression despite preterm birth. Previous studies have highlighted sex differences in the regulation of the renin–angiotensin system, and our findings are consistent with a more attenuated response in females [17, 94]. Females also appear resistant to reduced renin expression due to exposure to hyperglycemia alone, unlike males, potentially indicating protective mechanisms that mitigate the influence of diabetes on juxtaglomerular renin release in females [95].

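Ren1 had 1929.9 ± 544 normalized counts (SD, n = 4) in T-ND, against the mean in T-D, a log2 fold change of 0.33 for T-D (standard error 0.23, adjusted p = 0.578 from edgeR's quasi-likelihood test). The log2 fold change lay between 0.22 and 0.56 with each library left out in turn, and neither these 8 fits nor the 13 alternatives called it. The male libraries were not analysed here.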

### 4.1 Limitations

There are several limitations to this study. First, the preterm mice were delivered 1 day early. Our previous work has suggested that mice born 2 days preterm correspond approximately to a human gestational age of 27 weeks, indicating that our cohort models moderate preterm birth. Unlike humans, who typically complete nephrogenesis at full term, mice continue to generate nephrons for 4 days postnatally [96]. Nonetheless, both animal studies and autopsy studies of preterm human neonates indicate truncated nephrogenesis following early delivery, supporting the use of mouse models to investigate the effects of preterm birth on kidney development despite these species‐specific differences [6, 8, 21]. Second, there are limitations to the interpretation of some of the differentially expressed gene pathways. Without further experiments beyond the scope of this project, we have used the published literature to interpret the pathway or genes changes to (1) be signs of greater injury if they are known to be upregulated in DKD and promote injury when upregulated or (2) an attempt at protection when the pathways are normally downregulated in DKD, and when activated are protective. We acknowledge post translational modifications of these proteins may play a role. The lack of blood pressure is a limitation. In addition, the relatively modest sample size limits the statistical power, particularly for pathways with modest effect sizes or variable expression across groups.

STZ‐induced hyperglycemia is a variable model of diabetes, and the literature suggests that female mice are resistant to STZ‐induced hyperglycemia [19, 24]. Although high doses typically induce a more severe hyperglycemia [20], a low‐dose protocol was used here due to its more favourable mortality profile. As recommended by the Animal Models of Diabetic Complications Consortium, redosing is often required in the low‐dose model because a single treatment course frequently fails to produce a blood glucose level > 300 mg/dL. Several mice required a second round of STZ treatment (T‐D male, *n* = 1; PT‐D male, *n* = 2; PT‐D female, *n* = 3). Despite the need for redosing and a potentially shorter window of exposure to hyperglycemia, PT male and female mice had evidence of more severe DKD. However, because animals that required repeated STZ dosing were included in the analysis, this likely contributed, at least in part, to the modest phenotype observed in the females. Limited sample size and abbreviated hyperglycemia exposure resulting from repeated STZ dosing may have reduced the ability to detect significant functional, structural, and transcriptome differences between PT‐D and either T‐ND or T‐D, including GFR. Additionally, sex differences are therefore difficult to fully separate from differences in STZ responsiveness, with females exhibiting a milder diabetic phenotype consistent with prior reports of reduced β‐cell susceptibility [97]. Nonetheless, these sex differences remain biologically important because they likely contribute to the differential outcomes observed and may reflect underlying mechanisms relevant to both diabetes and preterm birth. As noted in our previous report [18], this model primarily reflects type 1 diabetes and thus does not fully capture the broader population of individuals born preterm who later develop diabetes because these individuals born preterm are at increased risk for both type 1 and type 2 diabetes. Preterm birth disrupts β‐cell development, which occurs predominantly in late gestation, potentially predisposing these individuals to an early type 1 diabetes phenotype characterized by reduced insulin production, in addition to insulin resistance. Alternative models would be valuable for characterizing the effects of a more type 2 diabetes–like phenotype.

## 5 Conclusions

Preterm birth increases vulnerability to hyperglycemia‐induced kidney injury in female mice. Although structural changes in the kidneys of female mice are mild at this early stage of DKD, the molecular alterations observed appear to occur early and act as initial drivers of disease progression. Interestingly, preterm females seem to show relative protection against kidney injury, suggesting sex‐specific mechanisms that may influence susceptibility to DKD progression. These results highlight the critical importance of including both sexes in research since understanding protective mechanisms in one sex may also inform new strategies to reduce risk in a more susceptible group. Moreover, while advances in neonatal care continue to lower the gestational age of viability, a growing population of individuals born extremely preterm are now surviving beyond infancy and will develop chronic disease such as diabetes. Our findings underscore the need for a deeper understanding of the mechanisms that drive the progression of kidney disease in those born preterm and support the development of targeted monitoring and personalized management strategies for these individuals.

## Author Contributions

**Ayyappa Kumar Sista Kameshwar:** formal analysis, visualization, writing – review and editing. **Rachel K. Dailey:** data curation, formal analysis, visualization, writing – original draft, methodology, investigation, project administration, writing – review and editing, resources, validation. **Masako Suzuki:** formal analysis, visualization, methodology, supervision, writing – review and editing, validation. **Logan C. Hamil:** investigation, writing – review and editing. **Kevin M. Bennett:** formal analysis, writing – review and editing, investigation. **Sage Timberline:** writing – review and editing. **Jaya Isaac:** investigation, writing – review and editing. **Kimberly deRonde:** conceptualization, investigation, writing – review and editing. **Edwin J. Baldelomar:** formal analysis, investigation, writing – review and editing. **Aleksandra Cwiek:** conceptualization, investigation, methodology, writing – review and editing. **Matthew R. Hoch:** investigation, writing – review and editing. **Mark Conaway:** formal analysis, writing – review and editing. **Kimberly J. Reidy:** investigation, formal analysis, supervision, writing – review and editing. **Jennifer R. Charlton:** conceptualization, data curation, formal analysis, visualization, writing – original draft, writing – review and editing, project administration, supervision, investigation, methodology, validation, funding acquisition, resources.

## Funding

J.R.C., M.S., K.J.R.: R01DK136989, J.R.C.: 5U24DK115255‐04 (diabetic consortium complications); J.R.C. (indirect): P50DK096373‐11. Imaging data were acquired through the University of Virginia Molecular Imaging Core Laboratory with National Institutes of Health S10OD025024 funding.

## Disclosure

J.R.C.: co‐owner of Sindri Technologies LLC, investor in ZorroFlow, consultant for Mozarc Medical, speaker for Mead Johnson Nutrition, President of Neonatal Kidney Collaborative; K.M.B.: co‐owner of Sindri Technologies LLC, co‐owner of XN Biotechnologies LLC; E.J.B.: co‐owner of XN Biotechnologies LLC.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** RNA Quality Assessment (a) RNA integrity number (RIN), (b) uniquely mapped reads, (c) RNA concentration, and (d) A260/A280 ratios did not differ between groups. (e) Additionally, no correlations were observed between RIN and uniquely mapped reads (f) or between RIN and duplication percentage.
**Figure S2:** Characterization of the females in the model. (a) Diabetic females weighed less than non‐diabetic females 12 weeks after initial STZ treatment. (b) Term diabetic (T‐D) and preterm diabetic (PT‐D) females weighed less than non‐diabetic females (T‐ND and PT‐ND) prior to euthanasia. (c) STZ successfully induced hyperglycemia in term and preterm females. (d) T‐D and PT‐D females had a greater blood glucose level than T‐ND females prior to euthanasia. T‐D had a greater blood glucose level than T‐ND, and PT‐D had a greater blood glucose level than PT‐ND. (e) The kidneys from T‐D females weighed more than the kidneys of T‐ND females. (f) The diabetic females (T‐D and PT‐D) had a greater kidney weight to body weight ratio compared to T‐ND. (g) There was no difference in glomerular filtration rate (GFR) across all animals. (h) The urine albumin to creatinine ratio (urine ACR) was greater in PT‐D compared to T‐ND. All experimental groups had urine ACR within the normal range (urine ACR < 30 mg/g; indicated with dotted line). (i) Blood urea nitrogen (BUN) level was greater in PT‐D than both T‐D and PT‐ND. BUN level was lower in T‐D than T‐ND. (j) Glomerular density was not statistically different between female animals. Two‐tailed Mann–Whitney tests (a, b, c, d, e, f, g, i, j), one‐tailed Mann–Whitney tests (h), with a *p*‐value < 0.05 considered statistically significant.
**Figure S3:** Histological assessments. (a) Percentage of renin positive glomeruli was similar between T‐D and PT‐D. PT‐D had more renin positive glomeruli than PT‐ND. (b) Podocyte density was lower in PT‐D compared to PT‐ND (c) There was no difference in glomerular number by the stereologic method, Weibel‐Gomez. (d) There was no difference in average glomerular area between groups, based on the mean area of glomeruli measured from segmented slides used to estimate glomerular number by stereology. Two‐tailed Mann–Whitney tests (a, b, c, d) with a *p*‐value < 0.05 considered statistically significant.
**Figure S4:** Gene Ontology Analysis of Bulk RNA‐Seq for Differential Expressed Genes Between T‐ND and PT‐D: Molecular Function GO terms. (a) GO enrichment analysis revealed enrichment of the GO terms “cell adhesion molecule binding” and “extracellular matrix structural constituent” in PT‐D upregulated genes compared to T‐ND. (b) Transporter activity‐related GO terms were enriched in genes downregulated in PT‐D relative to T‐ND. (c, d) CNET plots display the connections between GO terms and their associated genes.
**Figure S5:** qRT‐PCR validation of bulk RNA‐seq analysis. qRT‐PCR analysis demonstrated increased expression of (a) *Hmox1*, (b) *Nos3*, and (c) *Notch1* in preterm diabetic (PT‐D) kidney compared with term diabetic (T‐D) kidney.
**Figure S6:** Gene Ontology Analyses of Bulk RNA‐Seq for Differential Expressed Genes Between T‐D and PT‐D: Molecular Function GO terms. (a) The GO term “Notch binding” was enriched in upregulated genes in PT‐D compared to T‐D. (b) The GO term “structural constituent of ribosomes” was the only enrichened pathway in PT‐D downregulated genes relative to T‐D. (c, d) CNET plots display the connections between GO terms and their associated genes.
**Figure S7:** Secondary bulk RNA‐seq volcano plots. (a) Differential gene expression was assessed between term non‐diabetic (T‐ND) and term diabetic (T‐D) groups, (b) as well as between preterm non‐diabetic (PT‐ND) and preterm diabetic (PT‐D) groups, to evaluate baseline transcriptional differences associated with diabetes status within term and preterm animals.
**Figure S8:** Further characterization of sex differences in the model. (a) Female animals weighed less than male animals across all conditions. T‐D and PT‐D mice had similar body weight at 18 weeks in both males and females (b) Several males required a second round of STZ treatment (T‐D male, *n* = 1; PT‐D male, *n* = 2). Both PT‐D males that received a second round of STZ reached terminal glucose levels exceeding 300 mg/dL, whereas the T‐D male remained below 300 mg/dL following repeat STZ treatment. T‐D males and T‐D females had similar terminal blood glucose levels. Terminal blood glucose level was lower in preterm diabetic females than preterm diabetic males. For males, the average blood glucose of the T‐D was 523 ± 109 mg/dL (T‐ND: 130 ± 28 mg/dL) and PT‐D was 535 ± 159 mg/dL (P‐ND: 140 ± 42 mg/dL). For females, the average blood glucose of the T‐D was 441 ± 74 mg/dL (T‐ND: 121 ± 25 mg/dL) and PT‐D was 377 ± 184 mg/dL (P‐ND: 107 ± 12 mg/dL). (c) Male animals across all conditions had heavier kidneys than females. (d) There were no sex differences in GFR, (e) serum urea nitrogen, (f) urine albumin to creatinine ratio, (g) renin positive glomeruli, and (h) glomerular number by stereology across any condition male PT‐D: 12386 (11965–13,978) vs. female PT‐D: 13911 (11177–15,046). Two‐tailed Mann–Whitney tests with a *p*‐value < 0.05 considered statistically significant.
**Figure S9:** Sex‐stratified principal component analysis across term and preterm non‐diabetic and diabetic groups. Principal component analysis (PCA) of male and female non‐diabetic mice (T‐ND and PT‐ND) and diabetic mice (T‐D and PT‐D) revealed a distinction between term and preterm samples, with the exception of T‐ND males.
**Figure S10:** Gene Ontology Analyses of Bulk RNA‐Seq for Differential Expressed Genes Between PT‐D and T‐D Across Both Sexes. (a) The enrichment of GO terms “Notch signaling pathway”, “negative regulation of Notch signaling pathway”, and (b) “Notch binding” in downregulated genes in PT‐D compared to T‐D. (c, d) The linkages of corresponding genes and those terms are shown in the CNET plots. (a, c) GO enriched terms: biological processes and (b, d) molecular functions.

**Table S1:** Reagents and resources.
**Table S2:** Bulk RNA‐seq sequencing statistics.
**Table S3:** qRT‐PCR Primers.
**Table S4:** A list of DEGs between T‐ND and PT‐D females.
**Table S5:** A list of DEGs between T‐D and PT‐D females.
**Table S6:** A list of DEGs between T‐ND and T‐D females.
**Table S7:** A list of DEGs between PT‐ND and PT‐D females.

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE319377.

# Supplementary material for: Preterm Birth Increases Susceptibility to Hyperglycemia‐Induced Kidney Injury With Sex‐Specific Differences in Structural and Molecular Responses
**Source:** Endocrinol Diabetes Metab. 2026 Apr 20;9(3):e70223. doi: 10.1002/edm2.70223
**Supplement:** Supplementary file 1 — Figure S1: RNA Quality Assessment (a) RNA integrity number (RIN), (b) uniquely mapped reads, (c) RNA concentration, and (d) A260/A280 ratios did not differ between groups. (e) Additionally, no correlations were observed between RIN and uniquely mapped reads (f) or between RIN and duplication percentage. Figure S2: Characterization of the females in the model. (a) Diabetic females weighed less than non‐diabetic females 12 weeks after initial STZ treatment. (b) Term diabetic (T‐D) and preterm diabetic (PT‐D) females weighed less than non‐diabetic females (T‐ND and PT‐ND) prior to euthanasia. (c) STZ successfully induced hyperglycemia in term and preterm females. (d) T‐D and PT‐D females had a greater blood glucose level than T‐ND females prior to euthanasia. T‐D had a greater blood glucose level than T‐ND, and PT‐D had a greater blood glucose level than PT‐ND. (e) The kidneys from T‐D females weighed more than the kidneys of T‐ND females. (f) The diabetic females (T‐D and PT‐D) had a greater kidney weight to body weight ratio compared to T‐ND. (g) There was no difference in glomerular filtration rate (GFR) across all animals. (h) The urine albumin to creatinine ratio (urine ACR) was greater in PT‐D compared to T‐ND. All experimental groups had urine ACR within the normal range (urine ACR < 30 mg/g; indicated with dotted line). (i) Blood urea nitrogen (BUN) level was greater in PT‐D than both T‐D and PT‐ND. BUN level was lower in T‐D than T‐ND. (j) Glomerular density was not statistically different between female animals. Two‐tailed Mann–Whitney tests (a, b, c, d, e, f, g, i, j), one‐tailed Mann–Whitney tests (h), with a p‐value < 0.05 considered statistically significant. Figure S3: Histological assessments. (a) Percentage of renin positive glomeruli was similar between T‐D and PT‐D. PT‐D had more renin positive glomeruli than PT‐ND. (b) Podocyte density was lower in PT‐D compared to PT‐ND (c) There was no difference in glomerular number by the stereologic method, Wei

**Supplementary Figures**

**Preterm Birth Increases Susceptibility to Hyperglycemia-Induced Kidney Injury with Sex-Specific Differences in Structural and Molecular Responses**

Rachel K Dailey^1^, Aleksandra Cwiek^2^, Logan C Hamil^3^, Sage Timberline^4^, Ayyappa Kumar Sista Kameshwar^5^, Masako Suzuki^5^, Jaya Isaac^6^, Kimberly deRonde^1^, Mark Conaway^7.8^, Kevin M Bennett^9^, Edwin J Baldelomar^9^, Matthew R Hoch^10^, Kimberly J Reidy^6^, Jennifer R Charlton^1*^

***sFigure 1. RNA Quality Assessment (a)*** *RNA integrity number (RIN),* ***(b)*** *uniquely mapped reads,* ***(c)*** *RNA concentration, and* ***(d)*** *A260/A280 ratios did not differ between groups.* ***(e)*** *Additionally, no correlations were observed between RIN and uniquely mapped reads* ***(f)*** *or between RIN and duplication percentage.*

*
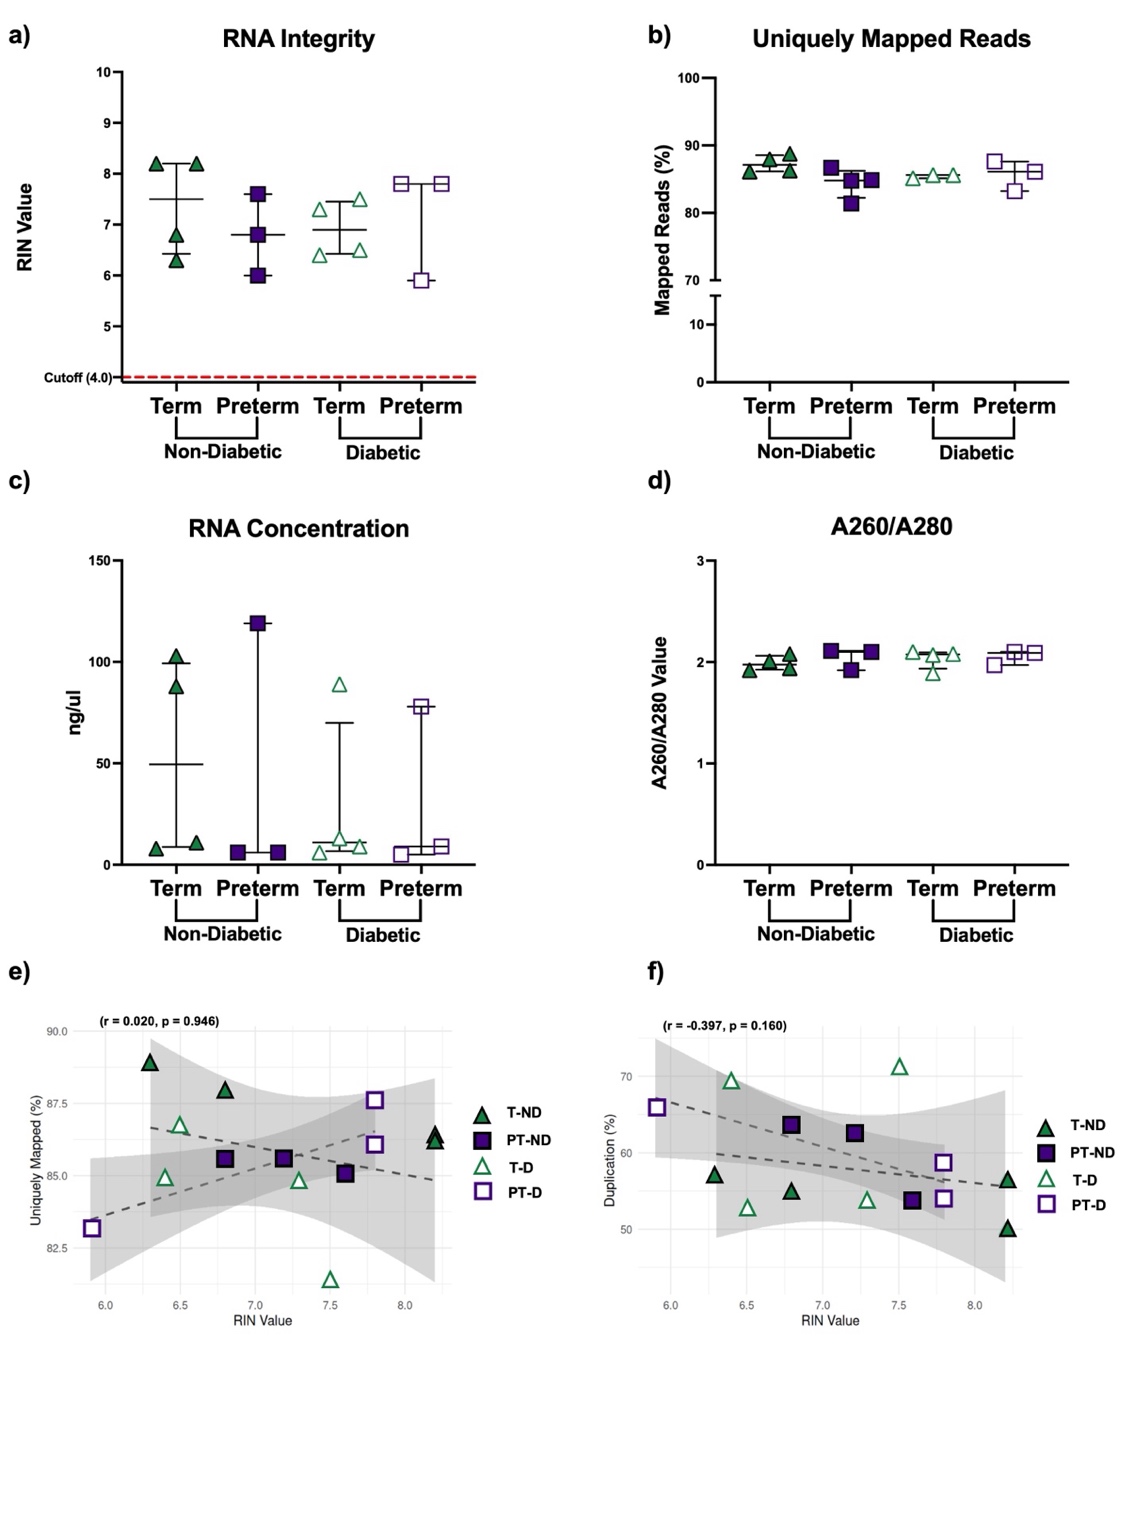
*

***sFigure 2. Characterization of the females in the model. (a)*** *Diabetic females weighed less than non-diabetic females 12 weeks after initial STZ treatment.* ***(b)*** *Term diabetic (T-D) and preterm diabetic (PT-D) females weighed less than non-diabetic females (T-ND and PT-ND) prior to euthanasia.* ***(c)*** *STZ successfully induced hyperglycemia in term and preterm females.* ***(d)*** *T-D and PT-D females had a greater blood glucose level than T-ND females prior to euthanasia. T-D had a greater blood glucose level than T-ND, and PT-D had a greater blood glucose level than PT-ND.* ***(e)*** *The kidneys from T-D females weighed more than the kidneys of T-ND females.* ***(f)*** *The diabetic females (T-D and PT-D) had a greater kidney weight to body weight ratio compared to T-ND.* ***(g)*** *There was no difference in glomerular filtration rate (GFR) across all animals.* ***(h)*** *The urine albumin to creatinine ratio (urine ACR) was greater in PT-D compared to T-ND. All experimental groups had urine ACR within the normal range (urine ACR<30 mg/g; indicated with dotted line).* ***(i)*** *Blood urea nitrogen (BUN) level was greater in PT-D than both T-D and PT-ND. BUN level was lower in T-D than T-ND.* ***(j)*** *Glomerular density was not statistically different between female animals.* *Two-tailed Mann-Whitney tests (a, b, c, d, e, f, g, i, j), one-tailed Mann-Whitney tests (h), with a p-value < 0.05 considered statistically significant.*

*
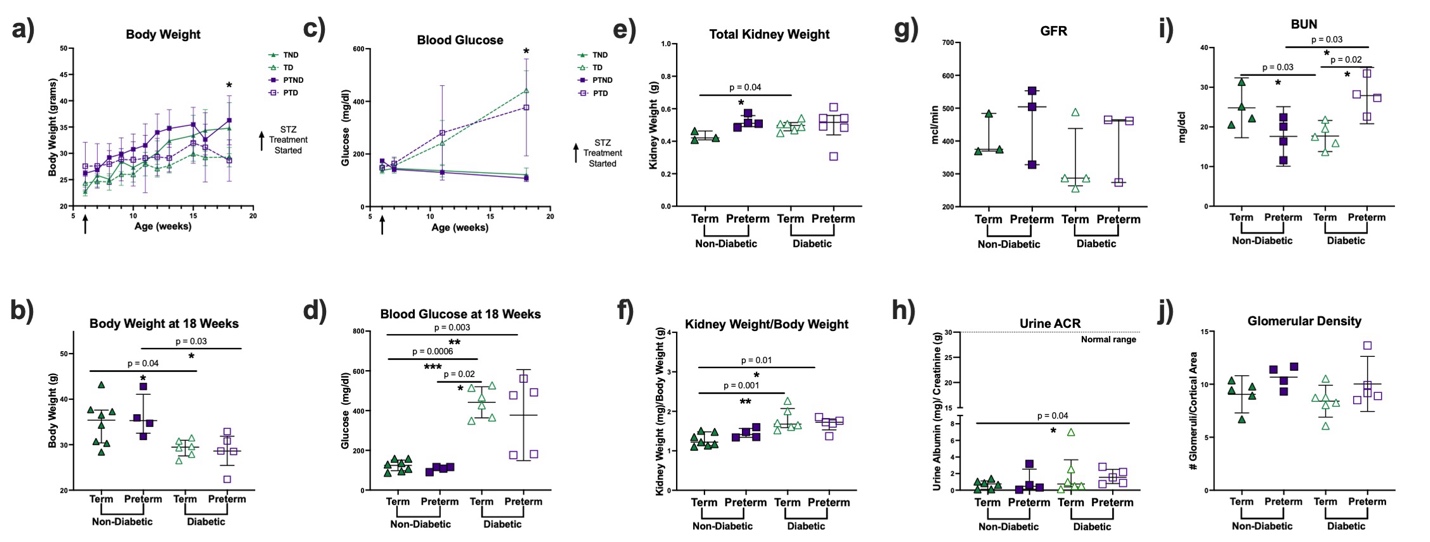
*

***sFigure 3. Histological assessments. (a)*** *Percentage of renin positive glomeruli was similar between T-D and PT-D. PT-D had more renin positive glomeruli than PT-ND.* ***(b)*** *Podocyte density was lower in PT-D compared to PT-ND* ***(c)*** *There was no difference in glomerular number by the stereologic method, Weibel-Gomez.* ***(d)*** *There was no difference in average glomerular area between groups, based on the mean area of glomeruli measured from segmented slides used to estimate glomerular number by stereology. Two-tailed Mann-Whitney tests (a, b, c, d) with a p-value < 0.05 considered statistically significant.*

*
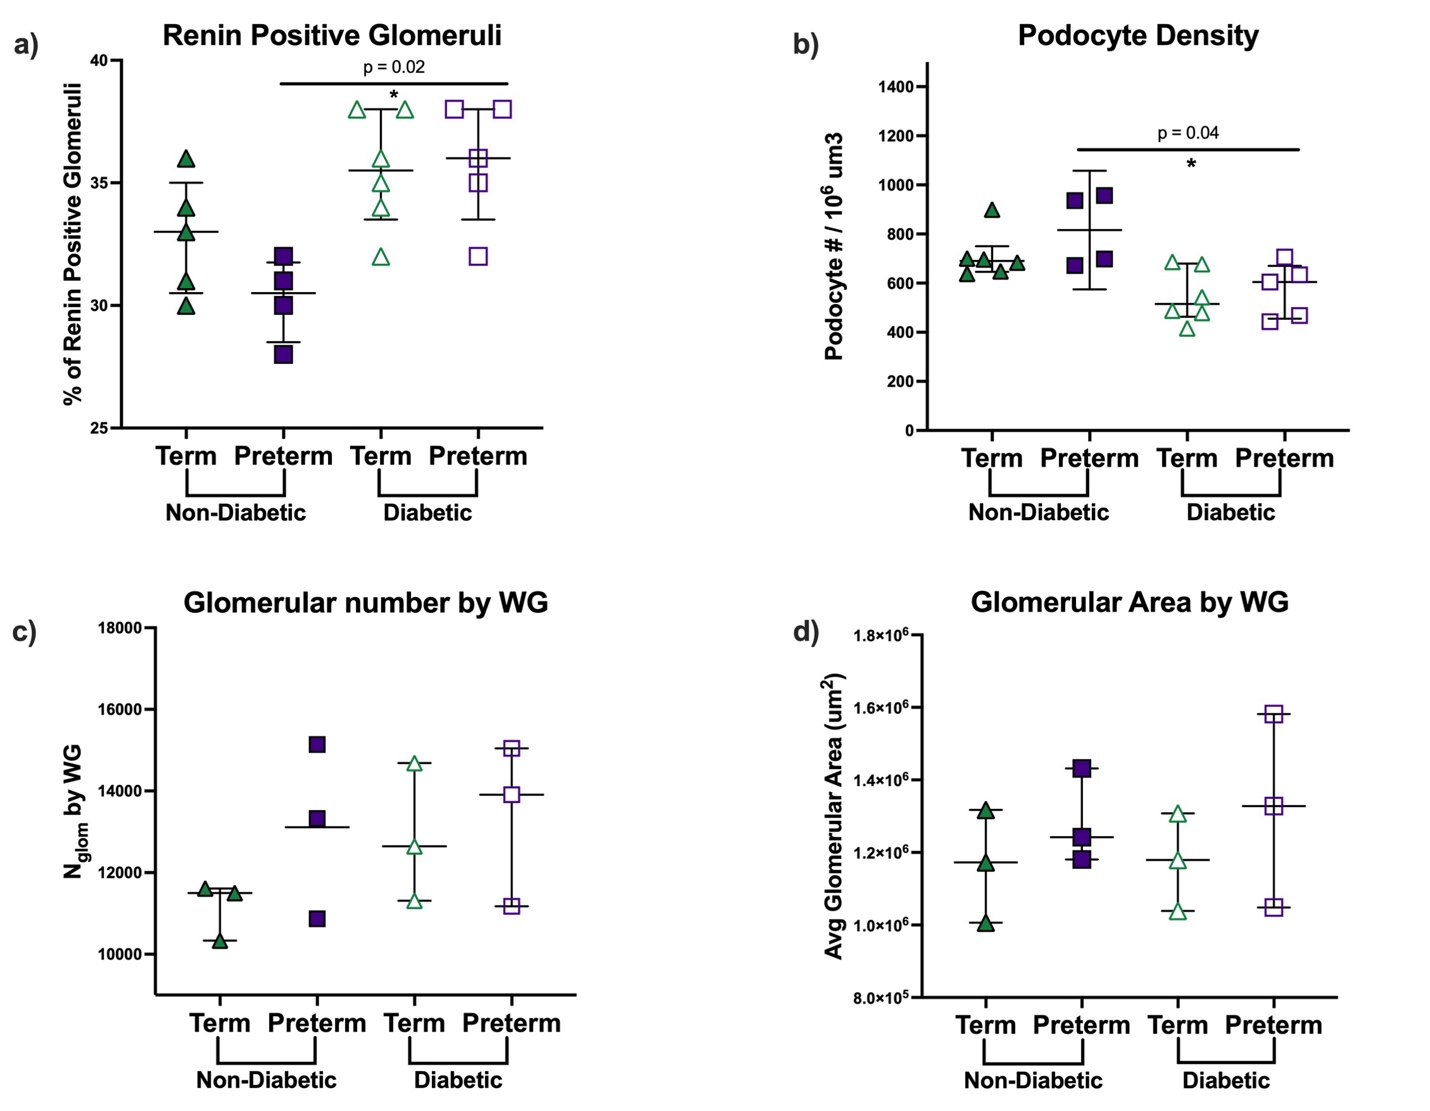
*

***sFigure 4. Gene Ontology Analysis of Bulk RNA-Seq for Differential Expressed Genes Between T-ND and PT-D: Molecular Function GO terms. (a)*** *GO enrichment analysis revealed enrichment of the GO terms “cell adhesion molecule binding” and “extracellular matrix structural constituent” in PT-D upregulated genes compared to T-ND.* ***(b)*** *Transporter activity-related GO terms were enriched in genes downregulated in PT-D relative to T-ND.* ***(c, d)*** *CNET plots display the connections between GO terms and their associated genes.*

*
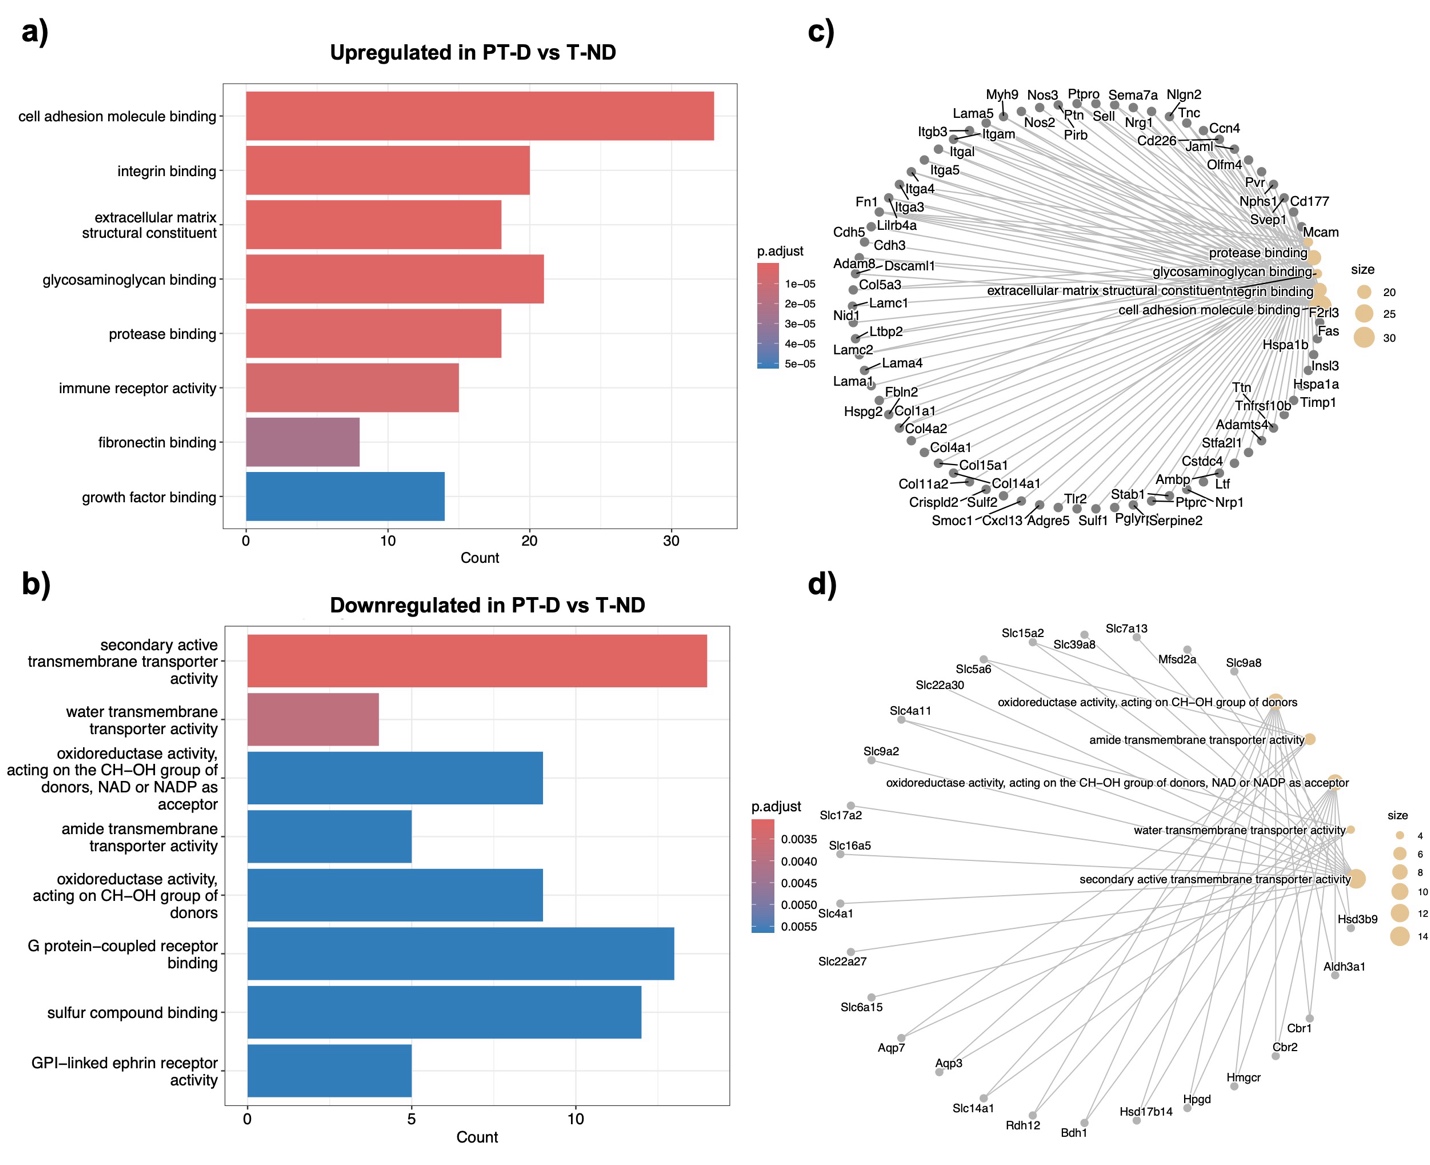
*

***sFigure 5. qRT-PCR validation of bulk RNA-seq analysis.*** *qRT-PCR analysis demonstrated increased expression of* ***(a)*** Hmox1*,* ***(b)*** Nos3*, and* ***(c)*** Notch1 *in preterm diabetic (PT-D) kidney compared with term diabetic (T-D) kidney.*

*
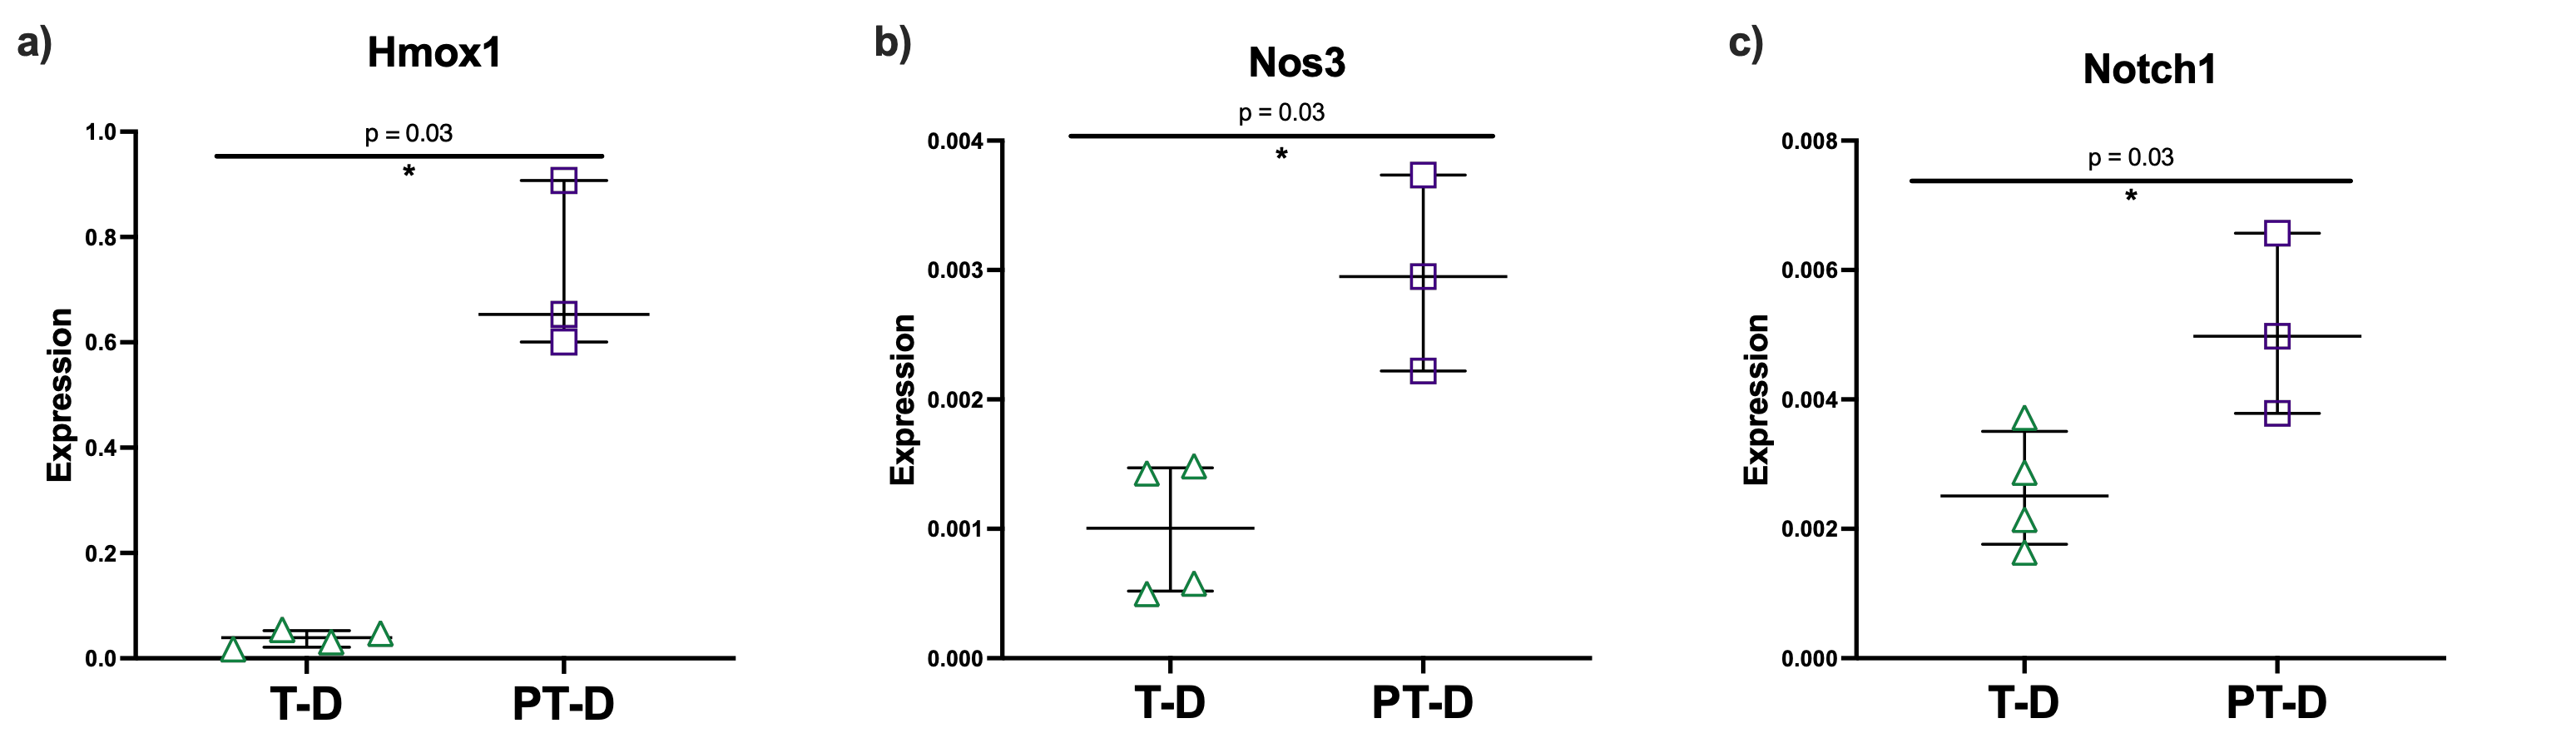
*

***sFigure 6. Gene Ontology Analyses of Bulk RNA-Seq for Differential Expressed Genes Between T-D and PT-D: Molecular Function GO terms. (a)*** *The GO term “Notch binding” was enriched in upregulated genes in PT-D compared to T-D.* ***(b)*** *The GO term “structural constituent of ribosomes” was the only enrichened pathway in PT-D downregulated genes relative to T-D.* ***(c, d)*** *CNET plots display the connections between GO terms and their associated genes.*

*
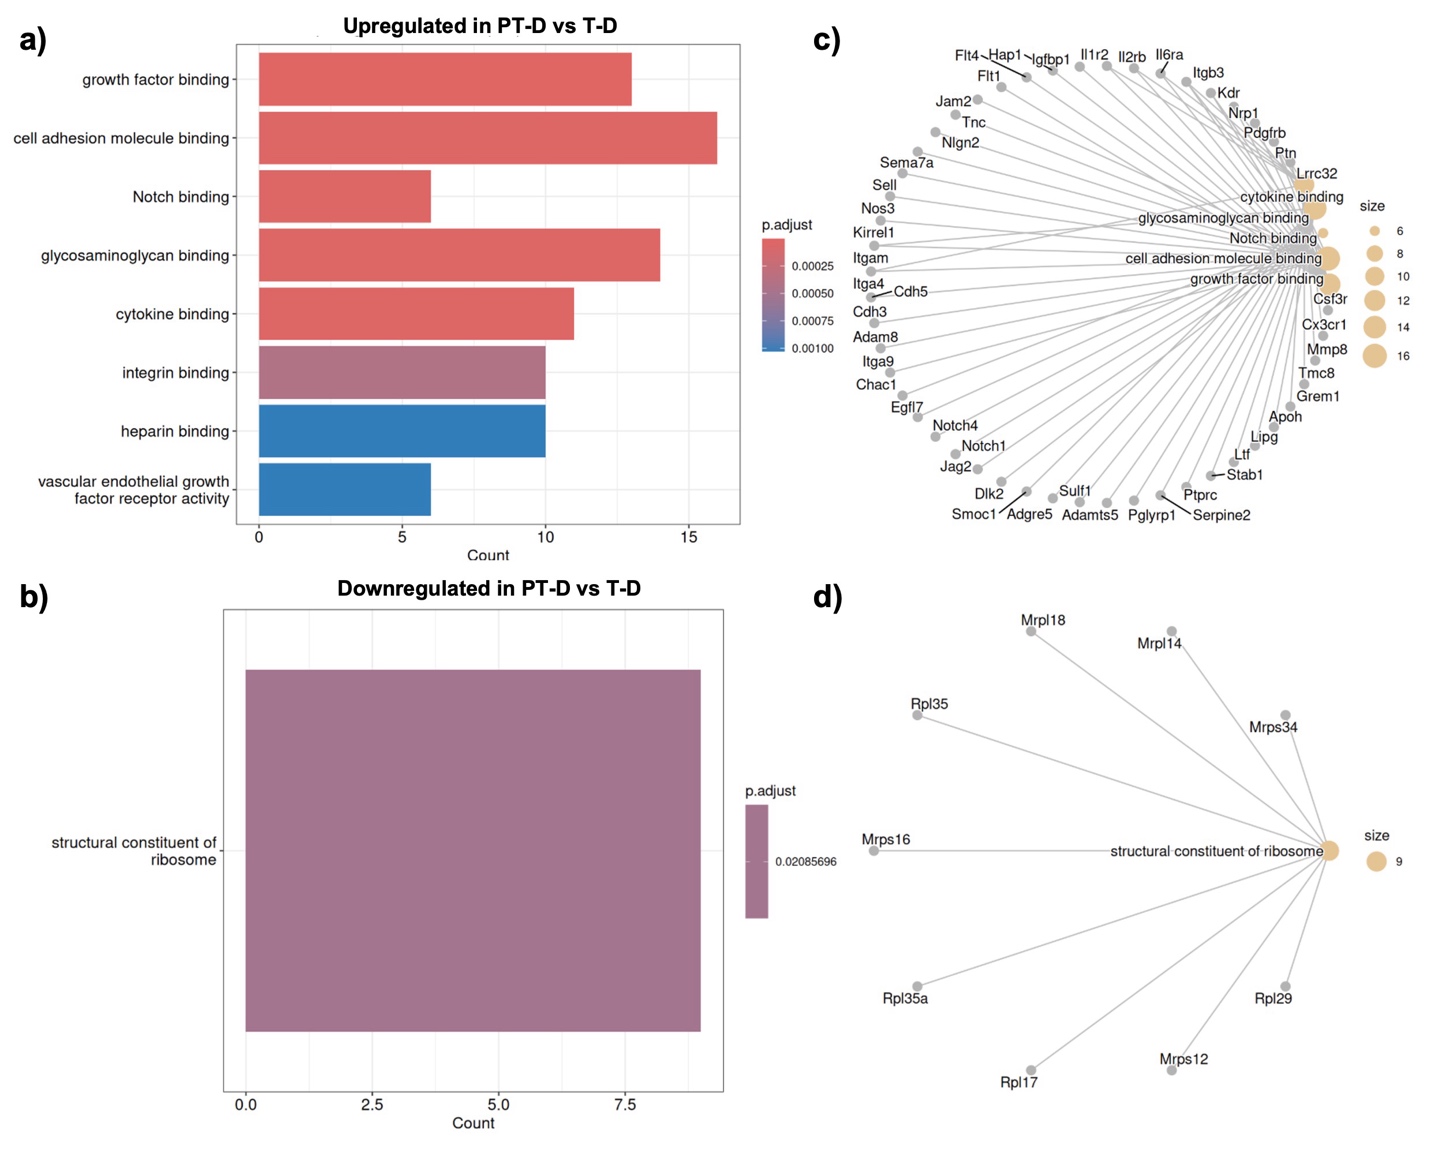
*

***sFigure 7. Secondary bulk RNA-seq volcano plots. (a)*** *Differential gene expression was assessed between term non-diabetic (T-ND) and term diabetic (T-D) groups,* ***(b)*** *as well as between preterm non-diabetic (PT-ND) and preterm diabetic (PT-D) groups, to evaluate baseline transcriptional differences associated with diabetes status within term and preterm animals.*

*
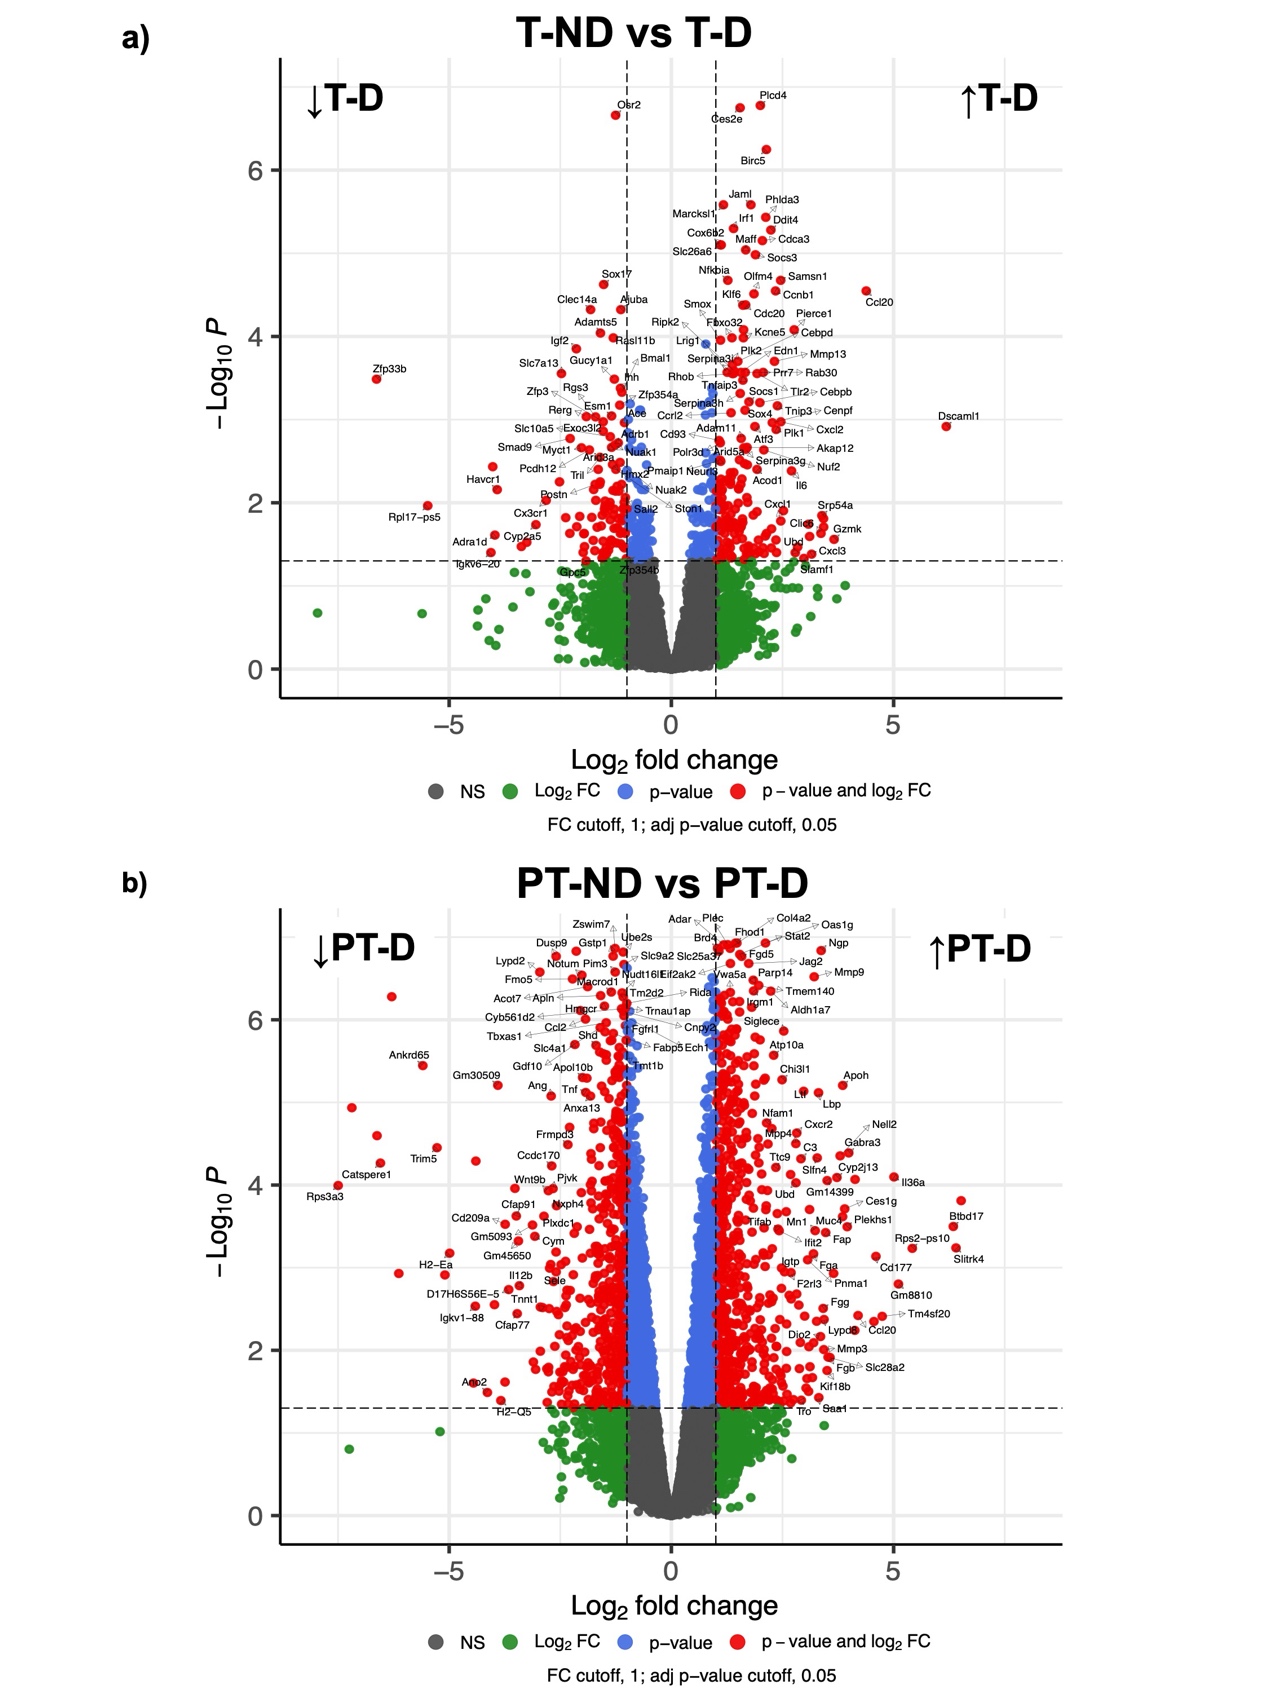
*

***sFigure 8. Further characterization of sex differences in the model.*** ***(a)*** *Female animals weighed less than male animals across all conditions. T-D and PT-D mice had similar body weight at 18 weeks in both males and females* ***(b)*** *Several males required a second round of STZ treatment (T-D male, n=1; PT-D male, n=2). Both PT-D males that received a second round of STZ reached terminal glucose levels exceeding 300 mg/dL, whereas the T-D male remained below 300 mg/dL following repeat STZ treatment. T-D males and T-D females had similar terminal blood glucose levels. Terminal blood glucose level was lower in preterm diabetic females than preterm diabetic males. For males, the average blood glucose of the T-D was 523 ± 109 mg/dl (T-ND: 130 ± 28 mg/dl) and PT-D was 535 ± 159 mg/dl (P-ND: 140 ± 42 mg/dl). For females, the average blood glucose of the T-D was 441± 74 mg/dl (T-ND: 121± 25 mg/dl) and PT-D was 377 ± 184 mg/dl (P-ND: 107 ± 12 mg/dl).* ***(c)*** *Male animals across all conditions had heavier kidneys than females.* ***(d)*** *There were no sex differences in GFR,* ***(e)*** *serum urea nitrogen,* ***(f)*** *urine albumin to creatinine ratio,* ***(g)*** *renin positive glomeruli, and* ***(h)*** *glomerular number by stereology across any condition (male PT-D: 12386 (11965-13978) vs female PT-D: 13911 (11177-15046). Two-tailed Mann-Whitney tests with a p-value < 0.05 considered statistically significant.*

*
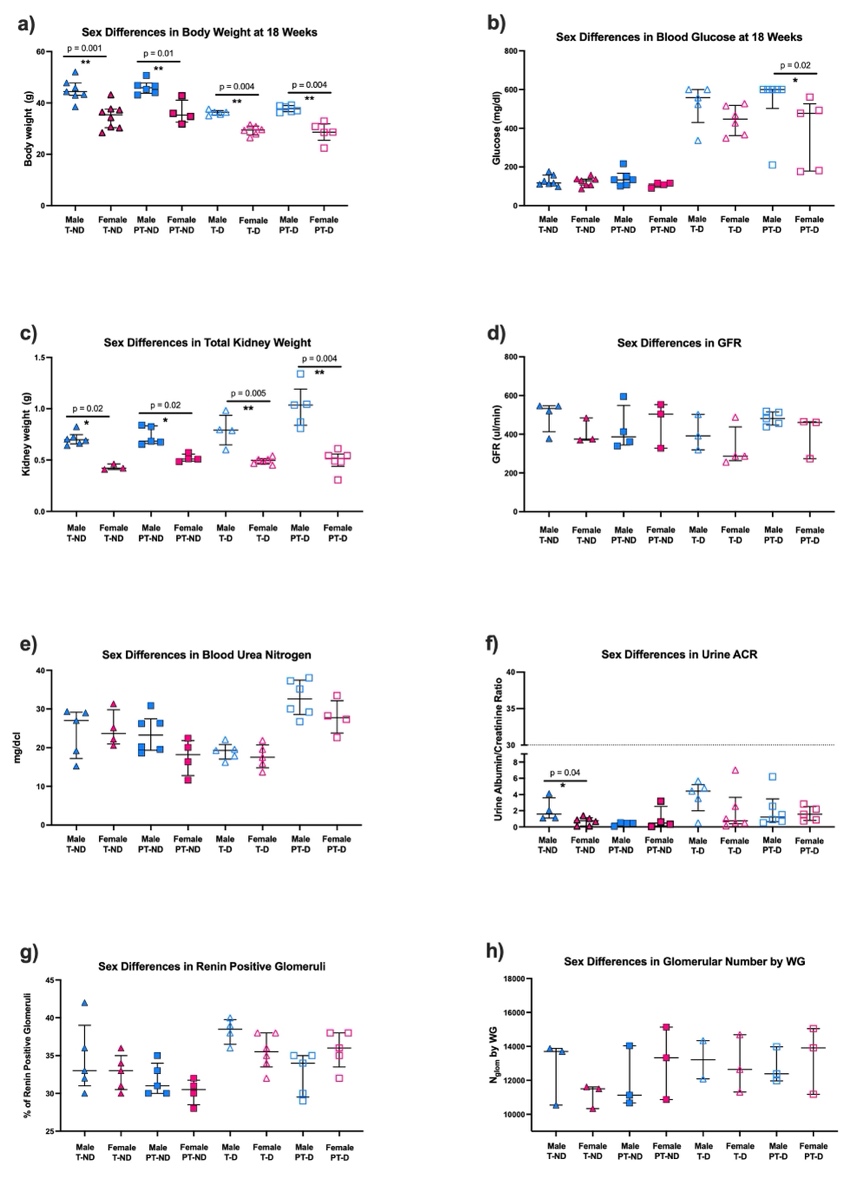
*

***sFigure 9. Sex-stratified principal component analysis across term and preterm non-diabetic and diabetic groups. (a)*** *Principal component analysis (PCA) of male and female non-diabetic mice (T-ND and PT-ND) and diabetic mice (T-D and PT-D) revealed a distinction between term and preterm samples, with the exception of T-ND males.*

*
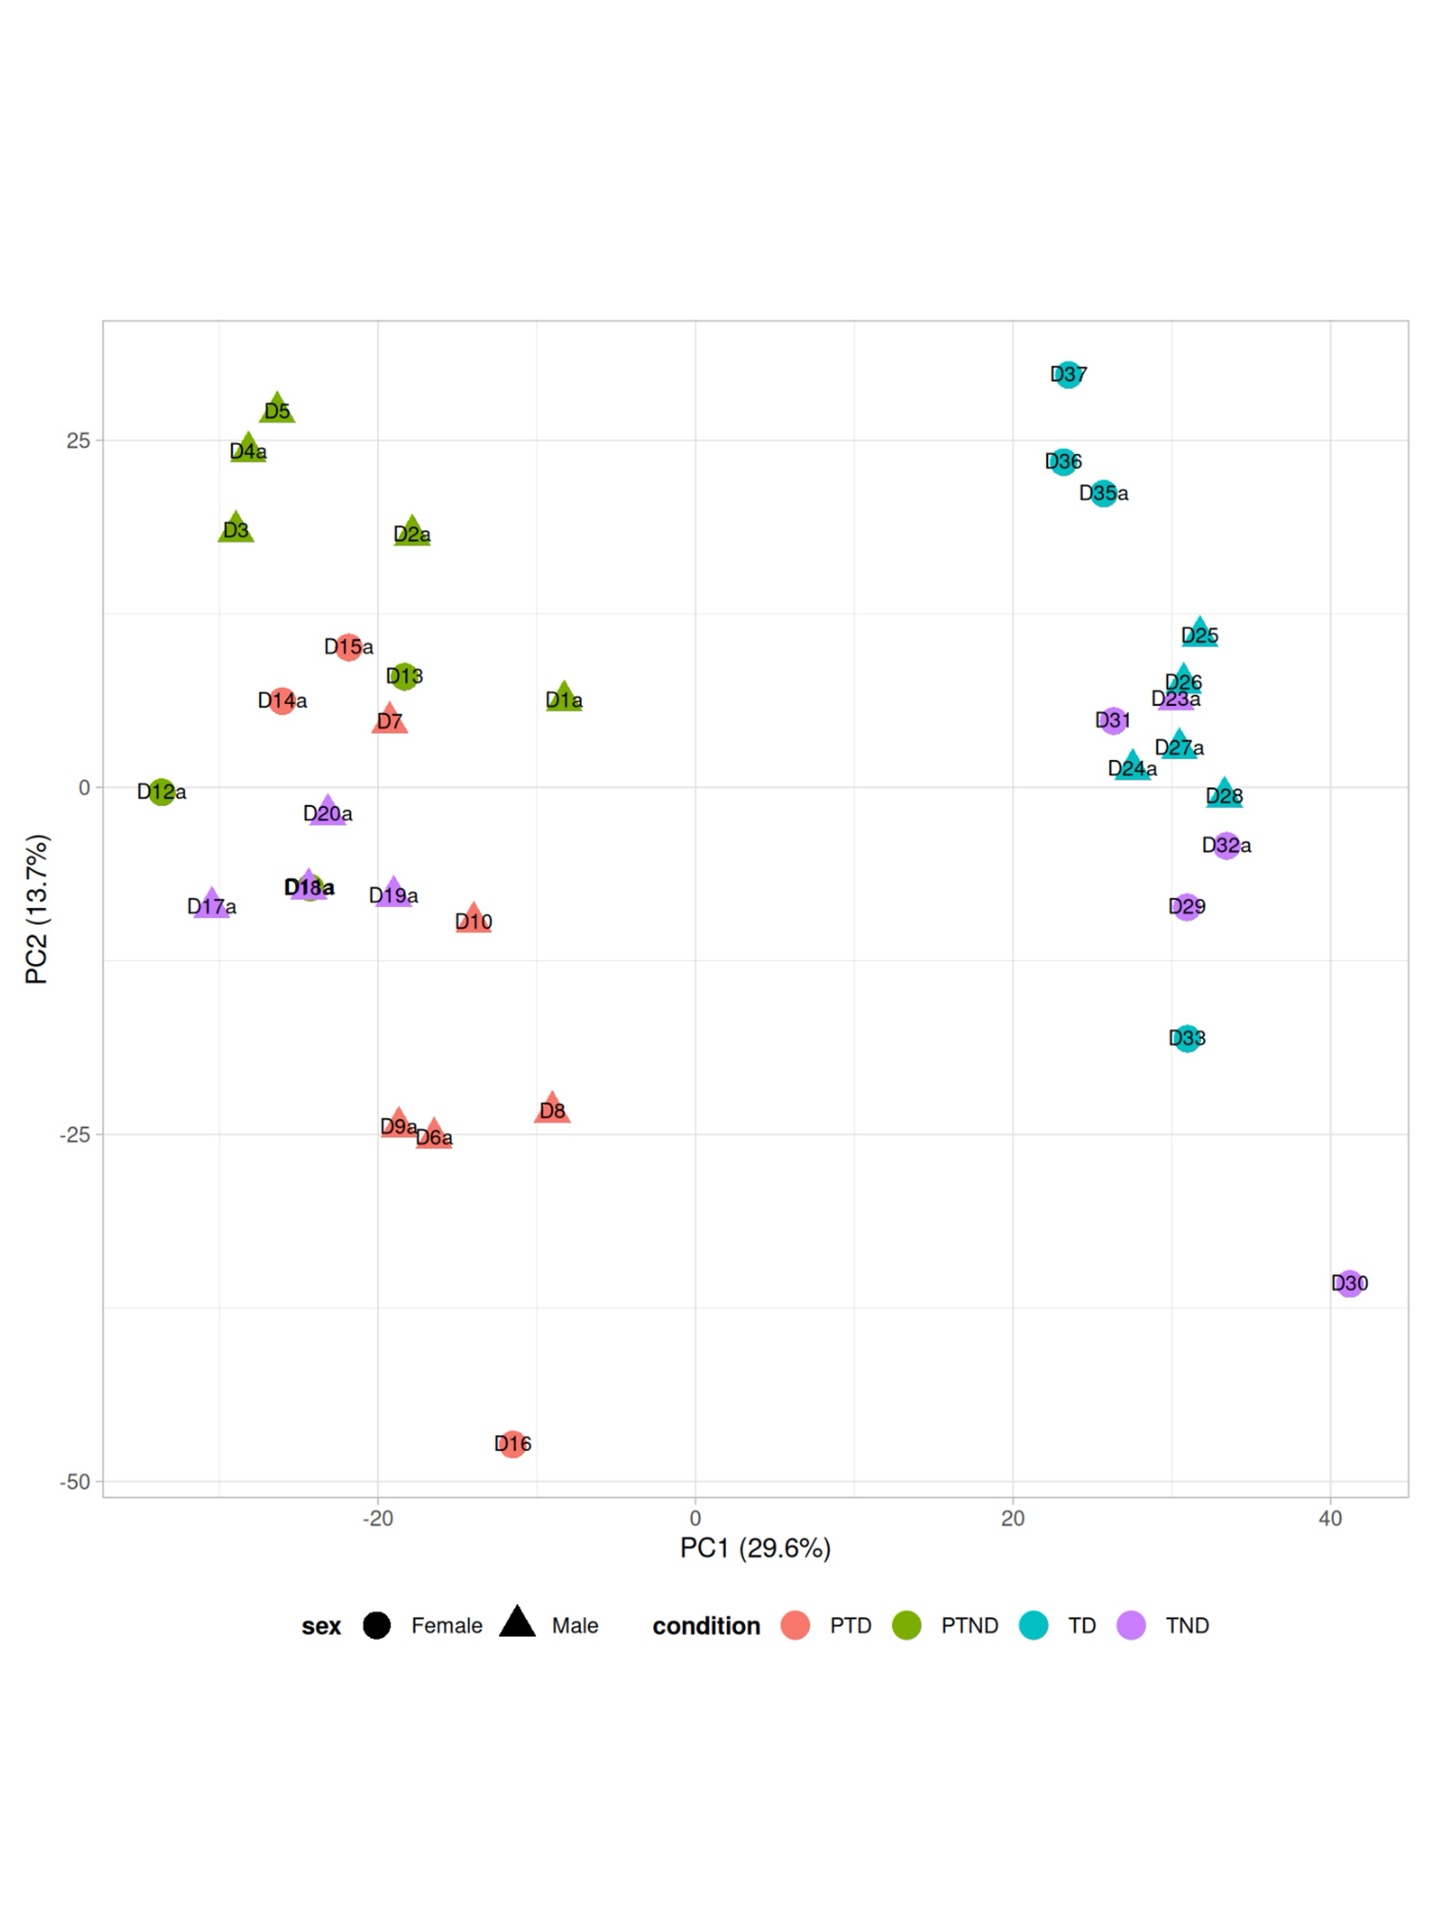
*

***sFigure 10****.* ***Gene Ontology Analyses of Bulk RNA-Seq for Differential Expressed Genes Between PT-D and T-D Across Both Sexes. (a)*** *The enrichment of GO terms “Notch signaling pathway”, “negative regulation of Notch signaling pathway”, and* ***(b)*** *“Notch binding”* *in downregulated genes in PT-D compared to T-D.* ***(c, d)*** *The linkages of corresponding genes and those terms are shown in the CNET plots.* ***(a, c)*** *GO enriched terms: biological processes and* ***(b, d)*** *molecular functions.*

*
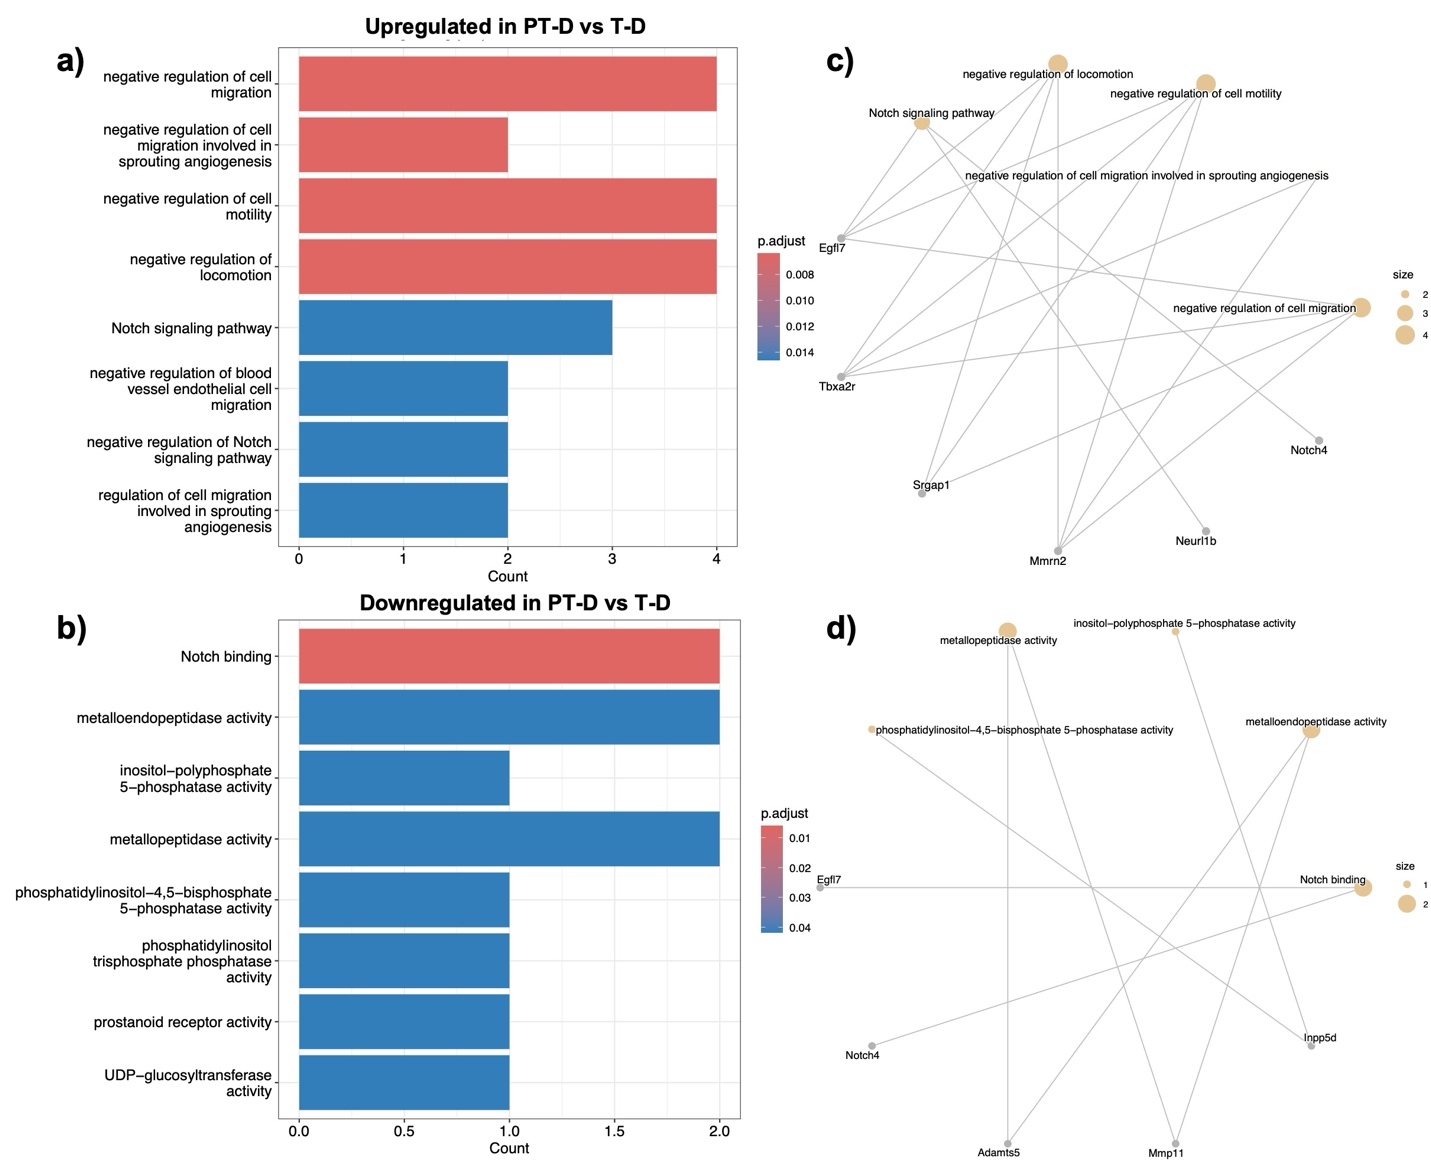
*

How the deposited data were processed for this re-analysis (not part of the article)

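Kidney RNA of 14 female CD-1 mice was analysed in 4 groups, with 3 PT-D and 3 PT-ND mice and 4 mice each in T-D and T-ND. Groups and replicate numbers were taken from the sample labels and Table S2, which name the same library for every mouse. Figure S9 draws some libraries, T-ND replicates 3 and 4 among them, with sex or group symbols that disagree with both. The labels and Table S2 were followed. The PT-D libraries are numbered 2 to 4 as in Table S2, where the labels number them 1 to 3. The male libraries, the qRT-PCR and the histology were not analysed here. Preterm mice differed from term mice also in the Caesarean delivery, the foster mothers and the acepromazine these were given, so that preterm birth stands for all of these in each comparison.

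The authors trimmed and aligned the reads with STAR and deposited raw counts of uniquely mapped reads per gene, unstranded and by strand. The unstranded counts were used. The counts per library lay between 16697246 and 28673176 with a median of 18765582. The paper names GENCODE release 36, and release 39 was at hand. Of the 56980 gene IDs in the deposited counts, 31972 matched release 39 with their version and 56236 without it. Symbols, lengths and GRCm39 positions are those of release 39.

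Genes with a total of 10 counts or fewer over the 14 libraries were left out, which left 22339. Each of 5 pairs of groups was fitted on its own libraries in edgeR 4.0.16 under R 4.3.3, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment. A sixth comparison, the interaction, was fitted on all 14 libraries and asked whether the effect of STZ differed between preterm and term mice. DEGs were genes with an adjusted p-value under 0.05 and a log2 fold change above 1 or below −1. Tests were two-sided. The normalized counts of a group are given as mean and SD. A count of 3 reads or fewer in a library is close to the limit of what this depth can detect.

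No GO annotation was at hand. In its place 21 lists of genes were written before the counts were seen and after the paper and its tables of DEGs were read, so that some hold genes the paper picked from these libraries. They cover complex I and OXPHOS subunits, mitochondrially encoded mRNAs, mitochondrial and cytosolic ribosomal proteins, the angiogenesis genes the paper names, endothelial markers, Notch receptors and ligands, Notch targets, leukocyte genes, kidney development, extracellular matrix, proximal tubule, tubular injury, podocytes, p53 targets, male-biased genes, NRF2, heme and iron genes, immediate early genes, blood cells and Y-linked genes. The Y-linked list had too few genes with counts and was not tested, and 20 lists were. Lists were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison, and with fry, which estimates the correlation from the libraries. Sets of 15 to 500 genes from the mouse Reactome collection in fgsea 1.28.0 were tested in the same way for 2 comparisons. An Entrez number was found for 85.9% of the genes.

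Genes named in the text are those the paper names as changed or unchanged in these libraries or shows in box plots, and the 3 DEGs per direction and comparison with the smallest adjusted p that have a symbol, a mean of at least 50 normalized counts and no overlap between the groups. Any other gene is said to have been chosen after its values were seen. Principal components used the 500 most variable genes with a prior count of 2.

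The alternatives were DESeq2 1.42.0, RLE and upper quartile normalization, the filterByExpr filter, no filter on low counts, all 14 libraries in a joint fit, the library-name suffix or RIN as a covariate, a replicate block by the numbers of the labels or of Table S2, a correction for gene length and GC content alone or with a block, mitochondrially encoded genes left out, an adjusted p threshold alone, fry for camera, 2000 genes in the PCA, and each library left out in turn. The replicate block was not used in the reported fits, because libraries with the same number were not more alike than others.

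The procedure was tested on simulated data, in which 200 genes were given a log2 fold change of 2 in counts without other differences. Between 96% and 98% of them were recovered in the pairs of groups and 87.5% in the interaction, with 3 to 8 false calls. The changed genes were drawn from those with higher counts, and every gene was given the variance of the trend. Genes that vary more than the trend and divergent libraries were not simulated, so recovery in the real libraries may be lower.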

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

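The tests reported in this part were chosen before their results were seen.

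In groups of 4 libraries, a library was looked for whose distance to the nearest other library was large against the range of the group. Of 86 groups tested, 4 held such a library, and 4.3 are expected by chance. T-ND replicate 3 had 340 normalized counts of Flt4, with 222 to 236 in the other T-ND libraries. T-D replicate 1 had 335 normalized counts of Casr against 162 to 174. T-D replicate 2 had 11 of Cx3cr1 against 3 in each of the other T-D libraries. T-D replicate 3 had 28673176 reads on genes, with 16697246 to 18730313 in the others. The number is what chance gives, and no explanation was tested for the single genes. Normalization accounts for the depth of T-D replicate 3. Without this library, PT-D and T-D differed in 26 genes.

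The effect of STZ differed between preterm and term mice in 993 genes by edgeR's test of the interaction, 443 with a higher and 550 with a lower effect in preterm mice. Of 50 splits of the libraries drawn at random, the real one included, 1 gave as many DEGs, which was the real one. The other splits shuffled all 4 group labels over the 14 libraries, which broke up the effects of birth and of STZ as well. They therefore cannot decide whether the interaction alone exceeds chance. The number of splits had first been set higher and was lowered to 50 for run time. The largest number in another split was 741 and the median 0. The number rested on single libraries. It lay between 76 without PT-D replicate 4 and 1241 without T-D replicate 1. It was 605 with the correction for gene length and GC content, so that these do not account for the whole of it. DESeq2 gave 1648, of which 943 were among the 993. In the design, preterm diabetic mice also differ in the second round of STZ given to 3 of the 5 PT-D mice, and this and preterm birth cannot be separated in these libraries.

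Among the genes the paper names or plots, 7 were DEGs in the interaction, and for each the effect of STZ in preterm mice minus that in term mice is given on the log2 scale. Havcr1 had 7.18 (standard error 1.37, adjusted p = 0.0187 from edgeR's quasi-likelihood test), Cx3cr1 4.77 (adjusted p = 0.0199), Mmp9 3.70 (adjusted p = 0.0163) and Flt4 1.9 (adjusted p = 0.0218). Socs1 had −2.31 (adjusted p = 0.0351), Bcl2a1d −1.70 (adjusted p = 0.037) and Ndufa13 −1.23 (adjusted p = 0.0415). When each of the 14 libraries was left out, Mmp9 was called in all 14 fits. Flt4 was called in 12, with an adjusted p of 0.0713 without PT-D replicate 4, and so was Cx3cr1, with 0.0634 without the same library. Havcr1 was called in 12, with 0.0603 without PT-ND replicate 3. Socs1 was called in 6 and Ndufa13 in 3, with 0.0894 and 0.129 without PT-ND replicate 3, and Bcl2a1d in 5, with 0.0962 without PT-D replicate 4.

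Of these, Havcr1 and Cx3cr1 varied widely within T-ND, from 57 to 2638 and from 8 to 65 normalized counts, which enters the term side of the interaction. Tubular injury that differed between mice could raise Havcr1 in some libraries of each group. In that case the other tubular injury markers are expected to rise with it. Over the 14 libraries their median Spearman correlation with Havcr1 was −0.09 over 10 genes, at percentile 26.3 of 10000 random lists of like expression. The number of random lists was raised from 2000 after a first run. Whether injury accounts for the Havcr1 levels cannot be told apart from other sources by this list, because its members went both ways and 2 of them rose with Havcr1. Between groups the list, with Havcr1 in it, was higher in T-D vs T-ND (median 0.65, camera adjusted p = 5e-04, fry adjusted p = 0.213), in PT-D vs T-ND (0.69, camera 3e-04, fry 0.0164) and in PT-D vs PT-ND (0.62, camera 0.000326, fry 0.0228). Havcr1 had log2 fold changes of −3.97 (adjusted p = 0.122), −0.70 (adjusted p = 0.715) and 3.24 (adjusted p = 0.0185) in these comparisons. In the first it moved against the list, without being called. In the second its change was smaller than its standard error of 1.03, so no direction is claimed. A comparison of groups does not decide what differs between mice within a group. A biological difference between preterm and term mice stays open and was not tested.

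The paper shows PT-ND and T-ND in a PCA (Figure S9) but gives no DEGs between them. Here 18 genes were DEGs between PT-ND and T-ND by edgeR's test, 16 higher and 2 lower in PT-ND, and 2379 had an unadjusted p under 0.05. A random grouping of the libraries is not excluded, since 2 of the 35 splits of these 7 libraries gave as many DEGs. The other one puts T-ND replicate 3 with the PT-ND libraries and gave 26, and the remaining splits gave 0 to 7. DESeq2 gave 164. The number was 1 without PT-ND replicate 2 and 96 without T-ND replicate 3. Catspere2 had 32.2 ± 10.1 normalized counts (SD, n = 4) in T-ND and 249.6 ± 32.5 (n = 3) in PT-ND (log2 fold change 2.94, adjusted p = 0.00649). Ccl2 had 746 ± 88 and 1981 ± 275 (log2 fold change 1.41), Lama3 fell by 3.51 on the log2 scale, and Dclk3 fell by 1.06. Without PT-ND replicate 2, Catspere2 and Ccl2 had an adjusted p of 0.0508 and Dclk3 one of 0.148, and without PT-ND replicate 3 Lama3 had one of 0.0634. BC018473 was seen in every PT-ND library and listed at 0 in every T-ND library. CD-1 mice are outbred. The paper states that litter mates of the mice given STZ served as controls, but not which litter each mouse came from, so genotype or litter was not tested as an explanation.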

How the results depend on the processing

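Of the values in this part, edgeR's prior degrees of freedom were looked at only after the result was seen. The alternatives were fixed before the data were examined, and none was added.

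With RLE or upper quartile normalization and with mitochondrially encoded genes left out, each number of DEGs stayed within 1.5 times the reported one. The list results for OXPHOS and endothelial genes between PT-D and T-D kept their direction in every alternative and their call by camera in every one. With fry in place of camera neither was called, OXPHOS with a median of −0.81 (adjusted p = 0.0989) and the endothelial markers with 0.40 (adjusted p = 0.121). Their medians lay between −0.95 and −0.59 and between 0.34 and 0.58 when each library was left out. PC1 accounted for 22.5% of the variance with 2000 genes. Of the other results, fry made 46 weaker and 2 stronger.

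Of the alternatives other than leaving out a library, DESeq2 gave the most DEGs in 5 of the 6 comparisons. It gave 964 for PT-D vs T-ND, 661 for PT-D vs T-D, 293 for T-D vs T-ND, 164 for PT-ND vs T-ND and 1648 for the interaction, where edgeR gave 323, 43, 15, 18 and 993. The cause was not tested. DESeq2 brought 26 other results past the threshold and took 3 below it.

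Without a filter on low counts edgeR gave 645 DEGs for PT-D vs T-ND, 657 for PT-D vs T-D, 109 for T-D vs T-ND and 83 for PT-ND vs T-ND. With the filterByExpr filter PT-D vs T-D had 22 DEGs and PT-ND vs T-ND 8. The prior degrees of freedom in edgeR, which set how strongly the variance of a gene is drawn toward the trend, differed between these fits. For PT-D vs T-D they were 7 in the reported fit, 32.3 without a filter and 4.69 with filterByExpr, so the 657 DEGs were called under much stronger shrinkage. Without a filter they rose also from 4.74 to 10.3 for PT-D vs T-ND, from 6.03 to 12 for T-D vs T-ND, from 5.7 to 12.1 for PT-ND vs T-ND and from 5.97 to 21.6 for the interaction (1289 DEGs). The largest rise, from 6.88 to 67.1 for PT-D vs PT-ND, went with 1501 DEGs against 1105. With filterByExpr they fell to 3.5 for PT-D vs T-ND, where the DEGs rose to 415. The number of DEGs thus did not follow them in every comparison, and the cause was not tested.

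In a fit of all 14 libraries, PT-D vs T-D had 396 DEGs and T-D vs T-ND 58. With RIN as a covariate PT-D vs T-ND had 659, PT-D vs T-D 199, T-D vs T-ND 43 and PT-ND vs T-ND 127. With the library-name suffix as a covariate PT-D vs T-D had 23 and PT-ND vs T-ND 45. The cause was not tested. With an adjusted p threshold alone, PT-D vs T-ND had 616 and PT-D vs PT-ND 2881, since genes with smaller changes are then counted.

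The correction for gene length and GC content gave 25 DEGs for T-D vs T-ND, 11 for PT-ND vs T-ND and 605 for the interaction. The NRF2, heme and iron list between PT-D and T-D changed from a median of 0.09 to −0.02 with it. The cause was not tested.

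The replicate numbers are shared between groups, but do not pair the libraries. Libraries with the same number in Table S2 had a median correlation of −0.04 after group means were removed, and libraries with other numbers 0.02. For the numbers of the labels the medians were −0.11 and 0.01. With a replicate block by the labels, PT-D vs T-ND had 73 DEGs, PT-D vs T-D 83, PT-ND vs T-ND 6 and the interaction 563. With a block by Table S2, PT-D vs T-ND had 32, PT-D vs T-D 255 and PT-ND vs T-ND 6. The block by the labels together with the length and GC correction gave 68 for PT-D vs T-ND, 87 for PT-D vs T-D, 81 for T-D vs T-ND, 7 for PT-ND vs T-ND and 259 for the interaction. A block also leaves fewer degrees of freedom, and beyond that the cause was not tested.

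When each library was left out in turn, the number of DEGs lay between 28 and 1070 for PT-D vs T-ND, between 26 and 105 for PT-D vs T-D, between 2 and 290 for T-D vs T-ND, between 594 and 1419 for PT-D vs PT-ND, between 1 and 96 for PT-ND vs T-ND and between 76 and 1241 for the interaction. The 3 comparisons with T-ND had most DEGs without T-ND replicate 3. Direction changed in 5 list results that camera called with or without the library. Lists that were called in neither fit also changed direction and are not counted here. The NRF2, heme and iron list between PT-D and T-D lay between −0.02, without PT-D replicate 4, and 0.26. The immediate early genes between PT-D and PT-ND went from 0.16 to −0.70 without PT-D replicate 2. Without PT-ND replicate 1, endothelial markers between PT-ND and T-ND went from 0.03 to −0.12, extracellular matrix genes from 0.34 to −0.07 and podocyte markers from 0.28 to −0.01. The highest medians in these fits were 0.21, 0.49 and 0.42, and 0.40 for the immediate early genes. The cause was not tested. Of the other results, 160 became weaker and 35 stronger in these fits. With 3 or 4 libraries per group, a call for a single gene in this part of the range rests on the variance of a few libraries.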

Differences from the paper's values

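For PT-D vs T-ND the paper's DEGs total is 968, and edgeR's test gave 323. Of the alternatives set before the data were examined, DESeq2 gave 964, the test with RIN as a covariate 659 and the fit without T-ND replicate 3 1070, which lie within 1.5 times the paper's number, and the others did not. The paper's number of genes with higher expression is 577, against 222. DESeq2 (575), no filter on low counts (409), RIN as a covariate (416) and the fit without T-ND replicate 3 (744) closed this gap. The paper's number of genes with lower expression is 391, against 101, and DESeq2 (389) and the fit without T-ND replicate 3 (326) closed the gap. The paper's methods name DESeq2.

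For PT-D vs T-D the paper's number of DEGs is 668, and edgeR's test gave 43. DESeq2 (661) and no filter on low counts (657) closed the gap, and the other alternatives set before the data were examined did not. For the DEGs up the paper's number is 346, against 30, and DESeq2 (341) and no filter (375) closed the gap. For lower expression the paper's number is 322, against 13, and the same alternatives closed the gap (320 and 282). In its comparison of the sexes the paper's number of DEGs for these groups is 605, against 43, and DESeq2 (661) and no filter (657) closed that gap.

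For T-D vs T-ND the paper's number of DEGs, counted in Table S6, is 293, and edgeR's test gave 15. DESeq2 gave 293 and the fit without T-ND replicate 3 290, and the other alternatives set before the data were examined left the gap. The paper's number of genes with higher expression is 184, against 12, where DESeq2 (184) and the fit without T-ND replicate 3 (223) closed the gap. The paper's number of genes with lower expression is 109, against 3, and DESeq2 (109) closed it.

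Of the DEGs by DESeq2 here, 660 of 661 for PT-D vs T-D were in Table S5, 293 of 293 for T-D vs T-ND in Table S6 and 1358 of 1360 for PT-D vs PT-ND in Table S7. Of those by edgeR's test, 43 of 43, 15 of 15 and 1041 of 1105 were. No such overlap was counted for PT-D vs T-ND, because the copy of Table S4 at hand has 967 rows, fewer than the paper's number of DEGs. The log2 fold changes of named genes could be compared with the paper's tables for 57 genes and 120 values, and 0 differed in sign or by more than the larger of the standard errors.

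The paper calls Fgf1, Prox1, Casr, Lpl, Notch3, Col1a1 and Trem1 in PT-D vs T-ND, and edgeR's test did not (adjusted p from 0.0523 to 0.136). DESeq2 called all 7. In PT-D vs T-D the paper calls Cdh5, Flt1, Flt4, Nos3, Sema3e, Apoc3, Bcl2a1d, Gpx1, Ndufa13, Ndufb9, Notch1, Notch3, Notch4, Havcr1, Cx3cr1, Grem1, Trem1, Melk and Socs1, and edgeR's test did not (adjusted p of 0.0575 or more). DESeq2 called all 19. In PT-D vs T-ND, no filter on low counts called Fgf1, Casr, Lpl and Notch3. The joint fit of 14 libraries called Fgf1 and Casr. RIN as a covariate called Fgf1, Casr, Lpl and Notch3. The fit without T-ND replicate 3 called Fgf1, Casr, Lpl and Notch3. The library-name suffix as a covariate called Prox1 and Casr. Upper quartile normalization called Casr. The filterByExpr filter called Casr. The block by the labels called Casr. The length and GC correction with the block by the labels called Casr. The fit without PT-D replicate 2 called Casr and Col1a1. The length and GC correction called Lpl. In PT-D vs T-D, no filter on low counts called Cdh5, Flt1, Flt4, Nos3, Sema3e, Apoc3, Bcl2a1d, Gpx1, Notch1, Notch3, Notch4, Havcr1, Cx3cr1, Grem1, Trem1, Melk and Socs1. The joint fit of 14 libraries called Cdh5, Flt1, Flt4, Nos3, Bcl2a1d, Havcr1, Cx3cr1 and Socs1. The block by Table S2 called Cdh5, Flt1, Flt4, Nos3, Bcl2a1d, Notch3, Notch4 and Socs1. RIN as a covariate called Flt4, Havcr1 and Cx3cr1. The block by the labels called Flt4. The length and GC correction called Flt4. The length and GC correction with the block by the labels called Flt4. The fit without T-D replicate 4 called Flt4 and Cx3cr1. The fit without PT-D replicate 2 called Havcr1 and Melk. The fit without T-D replicate 2 called Cx3cr1. Other alternatives called none of these genes.

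The paper gives Hmox1 the most significant adjusted p-value between PT-D and T-D. By edgeR's test Hmox1 had 0.000231, and the noncoding RNA Gm57147 and the pseudogene Gm21399 had 4.39e-05 and 0.000111. With DESeq2 Hmox1 had 4.17e-33, Gm57147 7.21e-46 and Gm21399 5.55e-36. Among the protein-coding genes named here Hmox1 had the smallest value by edgeR's test.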

Other observations

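Of the tests in this part, the splits under DESeq2, the tests of STZ and of RNA preparation on Hmox1, the correlations within the higher and the lower Hmox1 libraries, the test of a p53 response and the test of a shared background in T-ND were chosen only after the result was seen, as was its limit of 8-fold.

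Other splits of the same libraries into groups of the same sizes were fitted to see whether they give as many DEGs by edgeR's test. For PT-D vs T-D 1 of 35 splits did, the real one, and the largest number in another split was 3. For PT-D vs T-ND 2 of 35 did. The other was the split that keeps the 3 PT-D libraries together and puts T-ND replicate 3 with them, with 583 DEGs, and the remaining 33 splits gave 0 to 12. For T-D vs T-ND 2 of 35 splits gave as many. The other was the split that exchanges T-ND replicate 3 and T-D replicate 1, with 25 DEGs, and the remaining splits gave 0 to 3. For PT-D vs PT-ND 1 of 10 did, where 6 libraries allow no smaller share, and the largest other number was 3. Under DESeq2, 2 of 35 splits gave as many as PT-D vs T-ND, again with T-ND replicate 3 on the side of PT-D (1115), and 1 of 35 as many as PT-D vs T-D, with up to 330 in another split. The median number in other splits under DESeq2 was 5 and 8.5. A random grouping of libraries is argued against for PT-D vs T-D. For PT-D vs T-ND and T-D vs T-ND the share of splits did not fall under the 5% set beforehand, so it is not excluded there by this test. No split that divides the PT-D libraries came near the number for PT-D vs T-ND.

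T-ND replicates 1 and 2 differed from T-ND replicates 3 and 4, in Hmox1 and in the PCA among others. At least 8-fold between the pairs were 28 genes, against 1 and 16 for the other ways to pair the 4 libraries. The RNA preparation may differ, as replicates 1 and 2 carry the suffix a. The suffix effect within T-ND had a correlation of 0.09 across 12176 genes with the mean suffix effect in the other groups, which ranked 12 among 36 assignments of the suffix (−0.30 to 0.28), so preparation cannot be told apart from a difference between the mice. Genes are not independent replicates in this correlation. A background that T-ND replicates 1 and 2 share with the preterm mice was looked at as well. In the PT-ND libraries 57.1% to 67.9% of the 28 genes lay nearer to replicates 1 and 2, and in the T-D libraries 7.14% to 32.1%. In PT-D the share was 46.4% to 53.6%, so this test leaves it open. The litter and genotype of each of these outbred mice are not given, though controls and mice given STZ shared litters, and neither was tested.

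For the higher Hmox1 in PT-D than in T-D, a response to STZ that preterm mice alone have is argued against, because 3 nondiabetic libraries had as much Hmox1 as the lowest PT-D library. The RNA preparation is argued against as well, because the libraries with the suffix a lay above the others in 1 of 4 groups only. An iron or heme load that differed between the mice is a candidate explanation. Over the 14 libraries, 11 other genes of the NRF2, heme and iron list had a median Spearman correlation of 0.49 with Hmox1, at percentile 100 of 10000 random lists of like expression (95% of these lay under 0.09), and 8 of the 11 were positive. The list mixes NRF2 genes with heme and iron genes, so its relation with Hmox1 does not single out iron or heme. The random lists were matched for expression, and not for how closely their genes move together. Hmox1 falls into separate levels, and its relation with the list was looked at within each. The median was 0.57 in the 8 libraries with 27214 normalized counts or more and 0.03 in the 6 with 6651 or fewer. No random lists were drawn within these levels, which also mix groups, so whether the relation holds within either was not tested. Iron or heme was not measured. The paper states that the mice were injected with cationic ferritin for imaging before euthanasia, and reports its leakage in images of the female kidneys. Whether this exposure differed between the sequenced mice is not given, and it was not tested as a source of the Hmox1 levels. Between PT-D and T-D the list as a whole had a median of 0.09, with a camera adjusted p of 0.0319 and a fry adjusted p of 0.24. Leaving out T-D replicate 1 or 3 or PT-D replicate 3 or 4 removed the call by camera.

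The lower OXPHOS genes in PT-D than in T-D were tested against technical sources. With the correction for gene length and GC content the median was −0.68, without T-D replicate 4 it was −0.59, and with the library-name suffix as a covariate it was −0.79. The median stayed below 0 each time, so none of these removed the shift. Camera called the list each time at its preset correlation. Fry did not call it in the reported fit (adjusted p = 0.0989) and was not run in these. The suffix occurs in both groups, so this covariate could hardly move the median. The endothelial markers had 0.37 with the length and GC correction and 0.34 without T-D replicate 4, called by camera both times. In the interaction the OXPHOS genes had a median of −1.01 (camera adjusted p = 3.2e-29, fry adjusted p = 0.0304). The OXPHOS genes rose in T-D relative to T-ND by a median of 0.41 (camera adjusted p = 1.32e-19, fry adjusted p = 0.213). In PT-D relative to PT-ND their median was −0.57, called by camera (adjusted p = 3.94e-15) and not by fry. A biological difference between preterm and term diabetic mice stays open as a hypothesis.

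Eda2r was higher in both diabetic groups (log2 fold change 4.77 in PT-D vs PT-ND, adjusted p = 0.000382 from edgeR's quasi-likelihood test). A p53 response to STZ is a candidate explanation that stays open. The p53 list was written after the paper's tables of DEGs for these libraries had been read, and some of its genes stand in them, so its shift is no independent test. Without Eda2r, 14 p53 target genes had a median of 0.66 in T-D vs T-ND, with 13 higher, and 0.89 in PT-D vs PT-ND, with 11 higher, both called by camera and by fry. Between PT-D and T-D the median was 0.14, and between PT-ND and T-ND 0.05, without a call. In PT-D vs T-ND the whole p53 list had a median of 1.29. No measure of DNA damage was at hand.

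The kidney development genes were lower than in T-ND also in T-D, with a median log2 fold change of −0.88 (camera adjusted p = 3.97e-11, fry adjusted p = 0.00432), and in PT-ND, with −0.66 (camera adjusted p = 4.4e-07, fry adjusted p = 0.0478). These comparisons share the 4 T-ND libraries. Between PT-D and T-D the median was 0.07, and −0.16 without PT-D replicate 2. Ren1 was a DEG between PT-D and PT-ND by edgeR's quasi-likelihood test (log2 fold change 1.07, adjusted p = 0.0344), with 1536 ± 600.0 normalized counts (SD, n = 3) in PT-ND. It was called in 2 of 6 fits that left out a library, and the adjusted p was 0.129 without PT-ND replicate 3. Its interaction was 0.72 (adjusted p = 0.287), so a difference in the STZ effect on Ren1 was not called.

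The remaining lists are given for PT-D vs T-D. Proximal tubule markers had a median of −0.03 (camera adjusted p = 0.194), and −0.18 without T-D replicate 4, where camera called them (adjusted p = 0.0327). Camera called them also with the block by the labels, alone and with the length and GC correction. Male-biased genes had 0.35 (camera adjusted p = 0.311). Immediate early genes had 0.03 (camera adjusted p = 0.678), and −0.27 without PT-D replicate 2. Blood cell genes had −1.15 over 5 genes (camera adjusted p = 0.222). Their median was −0.41 without T-D replicate 4, and 0.07 and 0.25 with the block by the labels alone and with the length and GC correction. Camera called them without T-D replicate 1 (median −1.51) and without T-D replicate 3 (median −1.47), so no direction is claimed. Podocyte markers had 0.83, called by camera (adjusted p = 0.000879) and not by fry (adjusted p = 0.224). The p53 targets had 0.17 with Eda2r (camera adjusted p = 0.185). The extracellular matrix genes had 0.59 (camera adjusted p = 0.000636, fry adjusted p = 0.31), and without PT-D replicate 3 they had 0.32 and camera no longer called them (adjusted p = 0.12). The leukocyte genes had 1.54 (camera adjusted p = 1.64e-13, fry adjusted p = 0.0572).

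Gm21399 was high in the 3 PT-D libraries (472 to 629 normalized counts) and low in the other 11 (14 to 42), and its interaction was 4.40 (adjusted p = 0.00138). As a pseudogene it shares sequence with a parent gene, and no explanation was tested. Of the genes named by rule in the interaction, the others were Lama3 (3.82), 4931408D14Rik (3.73), Ch25h (−3.36), Prr7 (−3.21) and Tnip3 (−5.72).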
